# Macrophages upregulate mural cell-like markers and support healing of ischemic injury by adopting functions important for vascular support

**DOI:** 10.1038/s44161-024-00478-0

**Published:** 2024-06-06

**Authors:** Catarina Amoedo-Leite, Kristel Parv, Chiara Testini, Carmen Herrera-Hidalgo, Feifei Xu, Antoine Giraud, Marta Malaquias, Erik Fasterius, Daniel Holl, Cedric Seignez, Christian Göritz, Gustaf Christoffersson, Mia Phillipson

**Keywords:** Monocytes and macrophages, Peripheral vascular disease

## Abstract

Sterile inflammation after injury is important for tissue restoration. In injured human and mouse tissues, macrophages were recently found to accumulate perivascularly. This study investigates if macrophages adopt a mural cell phenotype important for restoration after ischemic injury. Single-cell RNA sequencing of fate-mapped macrophages from ischemic mouse muscles demonstrates a macrophage-toward-mural cell switch of a subpopulation of macrophages with downregulated myeloid cell genes and upregulated mural cell genes, including *PDGFRβ*. This observation was further strengthened when including unspliced transcripts in the analysis. The macrophage switch was proven functionally relevant, as induction of macrophage-specific PDGFRβ deficiency prevented their perivascular macrophage phenotype, impaired vessel maturation and increased vessel leakiness, which ultimately reduced limb function. In conclusion, macrophages in adult ischemic tissue were demonstrated to undergo a cellular program to morphologically, transcriptomically and functionally resemble mural cells while weakening their macrophage identity. The macrophage-to-mural cell-like phenotypic switch is crucial for restoring tissue function and warrants further exploration as a potential target for immunotherapies to enhance healing.

## Abstract (web summary)

Amoedo-Leite et al. report that, in ischemic tissue, a subset of macrophages adopts mural cell-like morphology, gene expression and function, which is crucial for injury healing.

## Main

The unique properties of macrophages include their ability to traffic to and accumulate at distinct locations upon infection or tissue injury to exert their effector functions. In injured, ischemic tissues, these effector functions encompass clearing the site from dead and damaged cells^1^ as well as contributing to the formation of new vessels by paracrine release of growth factors and enzymes^2–5^. The first cells to arrive to the injured tissues are neutrophils, monocytes and macrophages, where the short-lived neutrophils are most numerous during the first couple of days after insult, whereas macrophages remain at the site and polarize into different subsets with distinct functions in response to environmental instructions^6,7^. Different macrophage subsets are, therefore, thought to contribute to restoration of tissue perfusion by separate means, for example by clearing the site of injured cells, as well as by producing distinct growth factors to promote angiogenesis and vessel stabilization^8,9^. To date, the wide range of known macrophage functions are attributed to their ability to switch into subsets within their lineage. Whether macrophages of adult tissues can adopt functions of other cells by initiating transdifferentiation has not been demonstrated.

Manifestations of cardiovascular diseases are caused by impaired tissue perfusion and subsequent injury and loss of tissue function. Rapid re-establishment of functional blood flow is critical after an ischemic event to limit the extent and severity of tissue damage as well as to allow for healing and regaining function. Formation of new blood vessels from existing ones, known as angiogenesis, is promptly initiated after ischemia onset and occurs in parallel with an inflammatory response provoked by the damaged tissue^9^. Angiogenesis is a highly complex process that involves degradation of the capillary basement membrane, endothelial cell proliferation and directed migration, followed by tube formation and vessel fusion^10^. Macrophages contribute to angiogenesis by producing vascular endothelial growth factor A (VEGF-A) and by degrading extracellular matrix (ECM)^9,11^. To regain functional perfusion, these vessels then need to stabilize and mature, which requires recruitment of perivascular mural cells (pericytes and smooth muscle cells) in a platelet-derived growth factor BB (PDGF-BB)-dependent (secreted by endothelial cells) and a platelet-derived growth factor receptor beta (PDGFRβ)-dependent (on the surface of mural cells) manner^12,13^. In a model of renal injury, macrophages were shown to support the recruitment of pericytes by secreting PDGF-BB^14^. During homeostasis, pericytes and vascular smooth muscle cells regulate vessel permeability and blood flow, respectively, and genetic models of mural cell loss result in hemorrhagic and dilated vessels, leading to lethality before birth^13,15^. So far, therapeutic means to improve the formation of functional blood vessels by upregulating growth factors or chemokines at the site of ischemic injury have shown limited clinical success^1,4,5,9^.

Using patient samples of the injured muscle after myocardial infarction and peripheral arterial disease, as well as ischemic mouse muscles, we recently found that macrophages accumulate at perivascular locations^11^. In the current study, we investigated if the perivascular macrophages in the ischemic muscle acquire a mural cell phenotype and gene expression profile important for re-establishing perfusion. Using two different mouse models of tissue ischemia, in combination with macrophage fate mapping, intravital microscopy and single-cell RNA sequencing (scRNA-seq) analyses, this study demonstrates that macrophages of adult mice can undergo a program to morphologically, transcriptomically and functionally resemble mural cells while downgrading their macrophage identity. The macrophages thereby shift toward a mural cell profile and undertake several mural cell functions important for healing of ischemic injury. This study uncovers an until now unknown role for perivascular macrophages in injured tissue, which may provide a potential target to promote the formation of functional blood vessels in ischemic disease.

## Results

### Macrophages adopt mural cell characteristics in injured muscle

Macrophages accumulated in the gastrocnemius muscle at day 7 after induction of hindlimb ischemia (HLI) (Extended Data Fig. 1a). Using whole-mount imaging and immunofluorescence, we found that macrophages were located preferentially at perivascular positions where they presented an elongated phenotype mimicking a mural cell-like morphology (Fig. 1a), as previously shown^11^, and that these macrophages expressed PDGFRβ (Fig. 1a). In fact, the number of macrophages that express the mural cell markers PDGFRβ and neural/glial antigen 2 (NG2) increased significantly at day 7 after ischemia, as determined by flow cytometry of single-cell suspensions from *Pdgfrβ*^eGFP^ and *Ng2*^*dsRed*^ reporter mice (Fig. 1b). In addition, 91.6 ± 5.4% of PDGFRβ^+^ macrophages also expressed NG2, as detected by surface staining (Fig. 1b; gating in Extended Data Fig. 1a). To decipher if this observation was due to macrophages upregulating mural cell markers or vice versa, we genetically lineage traced macrophages and studied their response to ischemic injury. For this, *Cx3cr1*^CreERT2^ mice were crossed with *Rosa26*-tdTomato mice, resulting in a heritable expression of tdTomato in myeloid cells including tissue-resident macrophages upon tamoxifen administration (Extended Data Fig. 1b). For simultaneous in situ detection of PDGFRβ expression, the *Cx3cr1*^CreERT2^ × *Rosa26*-tdTomato line was crossed with the *Pdgfrβ*^eGFP^ reporter line. Tamoxifen-mediated recombination was followed by a 5 day washout period before induction of HLI to ensure labeling specificity while taking the half-life of tamoxifen and its metabolites into consideration^16^ (Extended Data Fig. 1c). This approach resulted in 29.3 ± 2.4% and 33.7 ± 4.0% labeled macrophages in circulation and muscle, respectively, assessed at the time of ischemia induction (day 5 of washout; Extended Data Fig. 1d). Characterization of tdTomato^+^ cells in healthy muscles using flow cytometry (day 5 of washout) showed that the recombined cells are indeed macrophages (Extended Data Fig. 1e). Notably, we also found that PDGFRβ^+^ cells did not express leukocyte markers before ischemia induction (Extended Data Fig. 1e), validating our lineage tracing strategy.

**Fig. 1:**
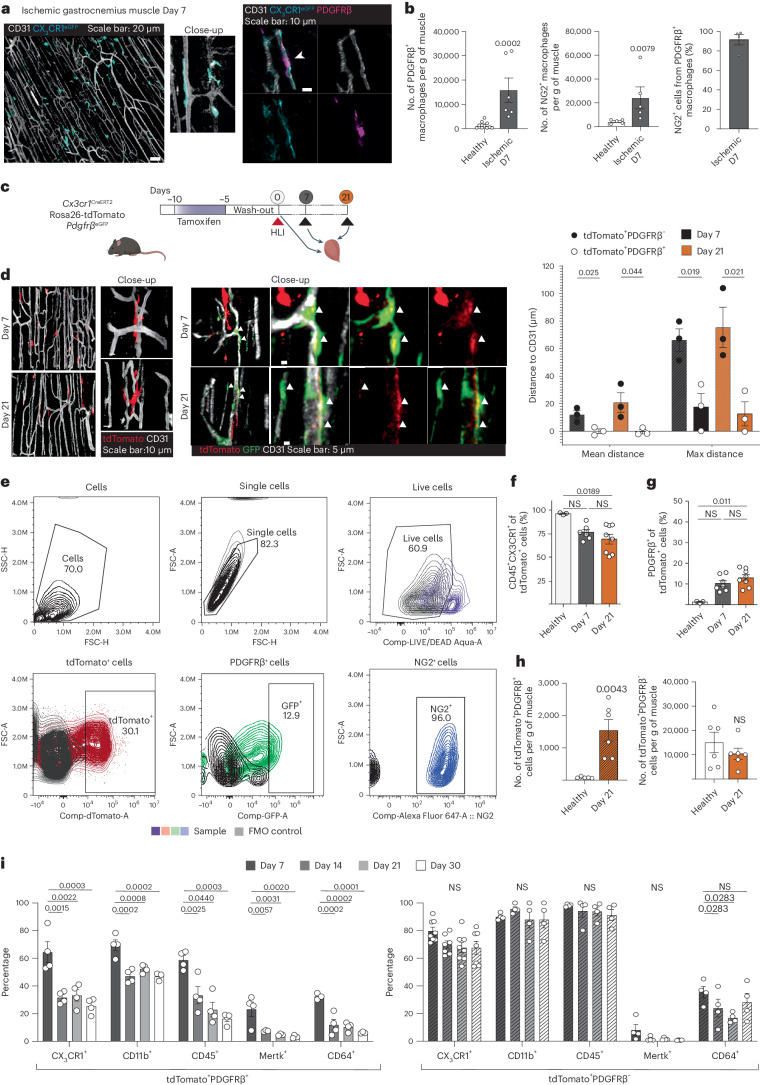
Macrophages accumulating in the ischemic muscle adopt a mural cell-like phenotype. **a**, Overview and close-up representative confocal whole-mount images of CX_3_CR1^+^ macrophages (cyan) in the ischemic hindlimb (day 7) demonstrate a mural cell-like morphology and localization near CD31^+^ vasculature (white). In ischemic muscles from *Cx3cr1*^*GFP/*+^ mice, perivascular CX_3_CR1^+^ macrophages (cyan, anti-GFP antibodies) are PDGFRβ^+^ (magenta, anti-PDGFRβ antibodies). **b**, At day 7 after ischemia, increased number of macrophages expressing PDGFRβ and NG2 mural cell markers were detected in ischemic muscles of *Pdgfrβ*^*eGFP*^ (*n* = 10(Healthy)-6(Ischemic Day 7)) and *Ng2*^*dsRed*^ (*n* = 5) reporter mice, respectively. **c**, Schematic representation of the lineage tracing strategy using the *Cx3cr1*^*CreERT2*^ *Rosa26*-tdTomato *Pdgfrβ*^*eGFP*^ mouse model where heritable tdTomato labeling of CX_3_CR1-expressing macrophages is induced by tamoxifen treatment. **d**, Representative overview and close-up images of tdTomato^+^ lineage-traced macrophages (red) and Pdgfrβ^eGFP+^ (green) cells at day 7 and day 21 after ischemia induction demonstrate tdTomato^+^Pdgfrβ^eGFP+^ mural cell-like macrophages in the *Cx3cr1*^*CreERT2*^ *Rosa26*-tdTomato *Pdgfrβ*^*eGFP*^ lineage-traced mouse muscles. Quantifications of the distances between tdTomato^+^Pdgfrβ^eGFP^^−^ or tdTomato^+^Pdgfrβ^eGFP^^+^ cell and CD31^+^ vasculature revealed that the tdTomato^+^Pdgfrβ^eGFP^^+^ cells were located much closer to the vasculature (*n* = 3). **e**, The gating strategy for tdTomato^+^, PDGFRβ^+^ and NG2^+^ cells in *Cx3cr1*^*CreERT2*^ *Rosa26*-tdTomato *Pdgfrβ*^*eGFP*^ lineage-traced cells. **f**, The percentage of tdTomato^+^ cells that express CD45 and CX_3_CR1 decreased in the ischemic muscle of *Cx3cr1*^*CreERT2*^ *Rosa26*-tdTomato *Pdgfrβ*^*eGFP*^ lineage-traced mice (*n* = 3(Healthy)-8(Ischemic Day 7 and 21)). **g**, The percentage of PDGFRβ-expressing tdTomato^+^ cells increased in the ischemic muscles of *Cx3cr1*^*CreERT2*^ *Rosa26*-tdTomato *Pdgfrβ*^*eGFP*^ lineage-traced mice (*n* = 3(Healthy)-8(Ischemic Day 7 and 21)). **h**, The number of tdTomato^+^ cells that express PDGFRβ (left) increased in the ischemic muscles, whereas the number of tdTomato^+^ cells that did not express PDGFRβ was the same at day 21 after ischemia onset as in healthy muscle (right) in the *Cx3cr1*^*CreERT2*^ *Rosa26*-tdTomato *Pdgfrβ*^*eGFP*^ lineage-traced mouse model (*n* = 6). **i**, Myeloid markers are reduced with time after ischemia in the tdTomato^+^PDGFRβ^+^ population (left) but not in the tdTomato^+^PDGFRβ^−^ cells (right) in the *Cx3cr1*^*CreERT2*^ *Rosa26*-tdTomato *Pdgfrβ*^*eGFP*^ lineage-traced mouse muscles (*n* = 4). Kruskal–Wallis followed by Dunn’s post hoc test (**f**,**g**). Two-tailed Mann–Whitney *U*-test (**b**,**h** (left)). Two-tailed unpaired Student’s *t*-test (**d**,**h** (right)). One-way ANOVA followed by Tukey test (**i**). Data are shown as average ± s.e.m. FSC-A, forward scatter area; FSC-H, forward scatter height; NS, not significant; SSC-H, side scatter height.

Consequently, we induced ischemia in mice with lineage-traced macrophages (see Fig. 1c for experimental outline) and found, through in vivo imaging, that tdTomato^+^ macrophages took on perivascular positions in the ischemic muscle (at day 7 and day 21 after ischemia induction) (Fig. 1d). Approximately 20% of the TdTomato^+^ cells also expressed GFP (day (D) 7: 20.51 ± 2.54%, D21: 17.78 ± 6.41%), and the tdTomato^+^PDGFRβ^+^ cells were found closer to the CD31^+^ blood vessels when compared to the tdTomato^+^PDGFRβ^−^ cells at both timepoints (Fig. 1d). Notably, flow cytometry of single-cell suspensions of muscles (gating strategy in Fig. 1e and Extended Data Fig. 1f) revealed that approximately 25–30% of tdTomato^+^ macrophages downregulated the expression of the myeloid markers CD45 and CX_3_CR1 (Fig. 1f), whereas 10.3 ± 1.4% and 13.0 ± 1.5% upregulated the mural cell marker PDGFRβ at D7 and D21 after HLI (Fig. 1g), suggesting a macrophage-to-mural cell adaptation in response to ischemia. More than 80% of the lineage-traced cells that expressed PDGFRβ after ischemia induction also expressed NG2 (Fig. 1e; D7: 88.2 ± 2.8%). Immunofluorescent evaluation of tissue sections demonstrated that, 3 weeks after HLI induction, tdTomato^+^ cells were PDGFRβ^+^ and were located within the collagen IV^+^ endothelial basement membrane (Extended Data Fig. 2a), a position shared with pericytes^12^. Interestingly, although the numbers of PDGFRβ^−^ lineage-traced macrophages were similar before ischemia and at later stages of ischemia onset, PDGFRβ^+^ lineage-traced macrophages accumulated in ischemic hindlimbs (Fig. 2b). Furthermore, uniform manifold approximation and projection (UMAP) analysis revealed that approximately 20% of the tdTomato^+^ cells expressed higher levels of PDGFRβ while simultaneously expressing lower levels of several macrophage-associated markers (Extended Data Fig. 2b). In fact, downregulation of several myeloid markers was specifically detected in PDGFRβ^+^ lineage-traced macrophages, where several of these were further reduced with time (Fig. 1i and Extended Data Fig. 1c,d). Very few lineage-traced macrophages could be detected at 3 months after ischemia induction (319.2 ± 95.6 cells per gram of muscle compared to >10,000 tdTomato^+^ cells per gram of muscle at D7–D30 after ischemia). Of these, the PDGFRβ^+^ cells still expressed some macrophage-associated proteins, whereas the PDGFRβ^−^ cells retained only their CD11b expression (Extended Data Fig. 2e). These data demonstrate that macrophages adopt mural cell-like characteristics during the healing phase of ischemic muscle injury.

**Fig. 2:**
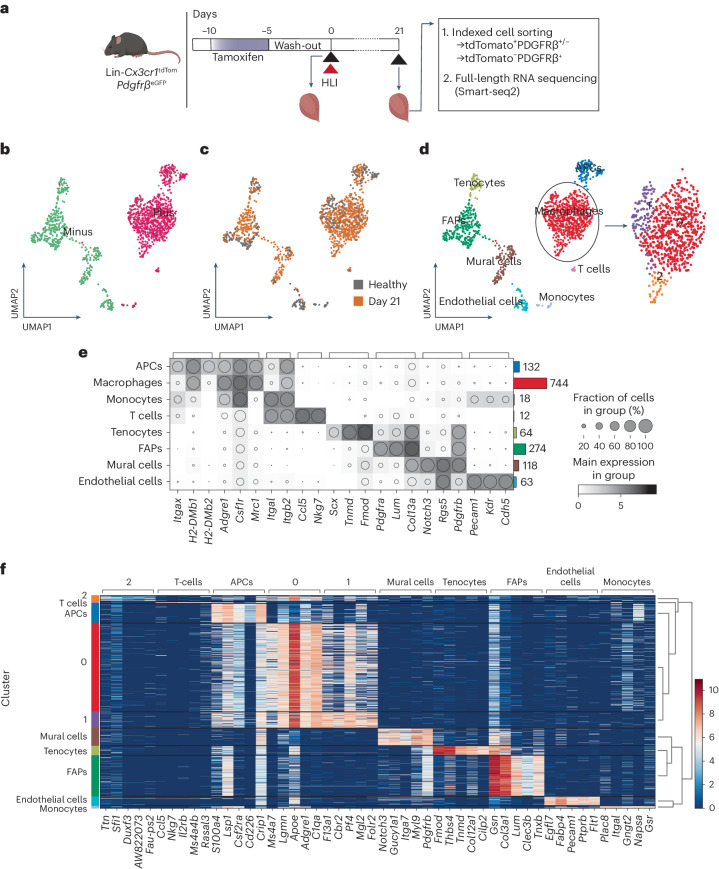
Single-cell RNA profiling of tdTomato^+^ and tdTomato-PDGFRβ^+^ cells in healthy and day 21 post-ischemic muscle. **a**, Experimental layout of the scRNA-seq experiment, where *Cx3cr1*^*CreERT2*^ *Rosa26*-tdTomato *Pdgfrβ*^*eGFP*^ lineage-traced mice received tamoxifen treatment for 5 days, followed by a 5 day washout period before induction of HLI. Single cells were isolated from healthy mice and at D21 after ischemia induction and thereafter sorted based on tdTomato and PDGFRβ-eGFP signal. UMAP embedding of scRNA-seq data showing the cells colored by tdTomato signal (**b**), timepoint (healthy or D21 after ischemia) (**c**) and assigned cell types with macrophage subclustering (**d**). **e**, Dot plot of known marker genes for the assigned cell types with the number of cells in each cell type in bar plot to the right. **f**, Heatmap showing the top five genes driving the separation of the cell type clusters and macrophage subclusters (*n* = 5).

### scRNA-seq reveals macrophages with a mural cell profile

To assess the extent of macrophage-to-mural cell shift after ischemia, we performed scRNA-seq of FACS-sorted tdTomato^+^ (predominantly of macrophage origin) and tdTomato^−^PDGFRβ^+^ (predominantly mural cells and fibroblasts) cells using healthy and ischemic (day 21 after ischemia) gastrocnemius muscle from lineage-traced *Cx3cr1*^CreERT2^ × *Rosa26*-tdTomato × *Pdgfrβ*^eGFP^ mice (Fig. 2a and Extended Data Fig. 3a) at two distinct timepoints.

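Each library was a single sorted cell, prepared by Smart-seq2, a plate-based method that reads along whole transcripts and uses no molecular identifiers. Sex and plate define 5 pools of cells. At day 21 there were 1 male pool and 2 female pools on 3 plates, and the healthy cells came from the male and the female part of 1 further plate. The male pool and the first female pool of day 21 were sorted on 1 date, and the second female pool and both healthy pools on another. The paper gives n = 5 in its legends, and the labels tie no cell to a single animal, so the p-values measure the spread between pools. The authors aligned the reads to GRCm38 with STAR 2.7.7a and counted them per gene with featureCounts 2.0.1. The deposited count table holds every gene of the annotation in every sequenced well. The authors annotated 1,425 cells, and the 84 other wells were left out. Total counts per annotated cell had a median of 426,110 in healthy muscle (27,603 to 657,594, 325 cells) and of 400,792 at day 21 (3,927 to 679,474, 1,100 cells). The paper states an average of 0.6 M reads per cell, and the values given here use the counts. The counts of a cluster's cells were summed within each pool that held at least 5 of them, and mitochondrial genes were left out. Sums were scaled by the trimmed mean of M values (TMM) and compared between pools with edgeR's quasi-likelihood test, at a Benjamini-Hochberg adjusted p under 0.05. Levels are given in CPM, scaled by TMM, as mean ± SD over pools, unless stated otherwise. The cluster labels are the authors' and were drawn from the same counts, so differences between clusters are partly built in.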

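In healthy muscle, 190 wells were sorted from a tdTomato+ gate that spanned GFP+ and GFP- cells, and 192 from the tdTomato- gate. In ischemic muscle, the tdTomato+ cells came from a GFP+ gate, with 349 annotated cells in 359 wells, and from a gate that spanned GFP+ and GFP- cells, with 388 in 396 wells. The tdTomato- gate of ischemic muscle filled 372 wells. By pool, the authors annotated 374 of 382 wells of the male day 21 pool, 374 of 382 of the first female pool and 352 of 363 of the second female pool. On the healthy plate, 168 of 192 wells were annotated in the male pool and 157 of 190 in the female pool.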

After integration of the batches, 1,425 cells passed the quality assessment, of which 148 and 737 were tdTomato^+^PDGFRβ^+^ from the healthy and ischemic muscles (day 21 after ischemia), respectively, whereas 177 and 363 were tdTomato^−^PDGFRβ^+^ (Fig. 2b,c). Antigen-presenting cells (APCs) (132 cells) and macrophages (744 cells, three subclusters 0, 1 and 2) formed distinct clusters among tdTomato^+^ cells, and mural cells (118 cells), fibro/adipogenic progenitors (FAPs) (274 cells), tenocytes (64 cells) and endothelial cells (63 cells) formed distinct clusters among tdTomato^−^ cells (Fig. 2d–f and Extended Data Figs. 3b and 4). Furthermore, 21 cells that were tdTomato^−^ were identified as macrophages or APCs (Fig. 2b,d), indicative of incomplete recombination efficiency with tamoxifen treatment, as previously shown in Extended Data Fig. 1e.

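In ischemic muscle, the macrophage clusters were rich in *Csf1r*, the gene of the receptor for colony-stimulating factor 1, on which macrophages depend. Its level, in unscaled CPM, was 7,968 ± 862 in cluster 0, 8,241 ± 464 in cluster 1 and 3,298 ± 1,243 in cluster 2 (SD, n = 3 pools), against 17.3 ± 5.75 in mural cells. *C1qa*, a complement gene of tissue macrophages, stood at 3,159 ± 444, 3,298 ± 293 and 1,043 ± 469 CPM in clusters 0, 1 and 2. *H2-DMb2*, which helps load peptides on MHC class II molecules, reached 199 ± 45.8 CPM in APCs and 6.14 ± 1.35 in cluster 0. Among tdTomato- cells, *Rgs5*, a regulator of G-protein signaling abundant in pericytes, reached 16,601 ± 1,864 CPM in mural cells, and *Notch3*, a receptor of mural cells, 1,473 ± 377. FAPs held *Pdgfra* at 673 ± 61.4 CPM, and tenocytes held *Tnmd*, the gene of tenomodulin, at 5,952 ± 1,717. Endothelial cells held *Pecam1*, an adhesion molecule of the vessel lining, at 1,654 ± 241 CPM (n = 2 pools), and also *Rgs5* at 6,218 ± 677. Of the macrophages, 594 fell in cluster 0, 109 in cluster 1 and 41 in cluster 2, and 732 were tdTomato+. All 118 mural cells were tdTomato-, as were 273 of 274 FAPs, 63 of 64 tenocytes and 61 of 63 endothelial cells. The remaining annotated cells were 18 monocytes and 12 T cells. At day 21, the male, first female and second female pools gave 178, 184 and 176 cells of cluster 0, 15, 25 and 29 of cluster 1, 10, 22 and 8 of cluster 2, and 27, 42 and 36 mural cells.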

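Of these 21 tdTomato- macrophages and APCs, 20 came from 1 row of wells on the healthy plate, row L, and the other 1 from ischemic muscle. Row L held 24 annotated cells, all of them immune cells, among them 4 monocytes. The other rows of tdTomato- cells in the female pool of that plate, I to K, gave 65 annotated cells and 0 immune cells, and rows A to D of the male pool gave 88 and 0. Outside row L, 516 annotated cells were tdTomato-, and 1 of them was an immune cell.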

Macrophages of healthy muscle predominantly belonged to macrophage cluster 1, whereas most macrophages of ischemic muscle were found in cluster 0, indicating an ischemia-induced expression signature (Fig. 2c–e and Extended Data Figs. 3b and 4). 

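At day 21, cluster 0 held 83.3 ± 4.07% of tdTomato+ macrophages and cluster 1 held 10.6 ± 3.15% (SD, n = 3 pools). Part of these day 21 cells came from a GFP+ gate that healthy muscle lacked. Gate and condition are therefore partly mixed wherever the 2 conditions are compared. In healthy muscle, cluster 0 held 60.8 ± 18.2% and cluster 1 held 38.2 ± 16.7% (n = 2 pools), with 23 cells in cluster 0 and 24 in cluster 1 of 48 in the male pool, and 28 and 10 of 38 in the female pool. Mean levels of several genes of resident tissue macrophages were lower in ischemic muscle. *Cd163*, a scavenger receptor for hemoglobin, stood at 178 ± 33.4 CPM against 1,162 ± 314 in healthy muscle, *Mgl2*, a sugar-binding lectin, at 397 ± 95.7 against 2,079 ± 4.12, and *Lyve1*, a hyaluronan receptor, at 66.7 ± 47.6 against 538 ± 251. *Il10*, the gene of an anti-inflammatory cytokine, stood at 96.0 ± 76.4 CPM against 0.893 ± 1.26. Of 14 restorative and resident macrophage genes, 7 were lower and 2 higher when adjusted over the list alone, 0 passed over all genes, and the median log2 fold change was −0.88 (adjusted p = 0.000334 from limma's camera, and adjusted p = 0.717 with an estimated correlation). Tenocyte markers, genes of another cell type, were lower too, with a median of −2.4 (adjusted p = 0.000453 from camera, and adjusted p = 0.717 with an estimated correlation). The healthy male pool includes row H of its plate. There, 15 of 24 wells held both immune and collagen genes, at more than 100 counts each, and 6 annotated cells were immune cells. Whether such wells account for the higher tenocyte markers of healthy muscle was not tested. Each cluster's share gave p = 0.2 in a two-sided exact permutation test, the smallest p that 3 pools against 2 allow. Over 23,319 genes, edgeR's quasi-likelihood test called 0 genes in either direction, with 3,391 at an unadjusted p under 0.05, and DESeq2 called 1,136 higher and 439 lower. Without the healthy female pool, edgeR called 27 higher and 3 lower, and without the healthy male pool 136 and 18, where the lone healthy pool is taken to vary like the day 21 pools. The second female pool shares its sorting date with the healthy pools. It held 82.5% of its tdTomato+ macrophages in cluster 0, and log2 fold changes of −2.46 for *Cd163*, −2.10 for *Mgl2*, −3.36 for *Lyve1* and 4.97 for *Il10* against healthy muscle, beside −2.71, −2.39, −3.01 and 6.76 over the 3 pools. From the shift between clusters 0 and 1, the paper proposes an expression signature induced by ischemia.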

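Macrophage cluster 2 held 40 cells of ischemic muscle and 1 cell of healthy muscle. In the male day 21 pool, 10 of 203 tdTomato+ macrophages were in cluster 2 (4.93%, 95% exact Clopper-Pearson interval 2.39 to 8.87). In the first female pool there were 22 of 231 (9.52%, 6.07 to 14.1) and in the second 8 of 212 (3.77%, 1.64 to 7.30), a mean of 6.07 ± 3.04% (SD, n = 3). In healthy muscle, 1 of 48 macrophages of the male pool and 0 of 38 of the female pool were in cluster 2, and the interval of the female pool reaches 9.25%. The mean share was 1.04 ± 1.47% (SD, n = 2). In the gate spanning GFP+ and GFP- cells, which healthy muscle also used, the day 21 share of cluster 2 was 5.53 ± 3.75% (SD, n = 3). The healthy cell of cluster 2 had 27,603 counts and 79.5% unspliced reads. Among cells with at least 50,000 counts, the share of cluster 2 was 4.23 ± 1.52% at day 21, and no healthy cell remained. Such intervals, and the floors given for genes without a count, cover counting error only.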

Interestingly, macrophage cluster 2 appeared only in the ischemic muscle, suggesting that these macrophages emerged after ischemia induction. 

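Within ischemic muscle, mean levels of several genes of resident, restorative macrophages were higher in cluster 1 than in cluster 0. *Lyve1*, the hyaluronan receptor of vessel-associated macrophages, stood at 473 ± 301 against 15.3 ± 16.6 CPM (SD, n = 3 pools), *Folr2*, a folate receptor, at 2,299 ± 728 against 567 ± 122, and *Cbr2*, a carbonyl reductase, at 1,512 ± 256 against 324 ± 64.3. Of 14 such genes, 11 were higher in cluster 1 when adjusted over the list alone and 0 over all genes, with a median log2 fold change of 1.87 (adjusted p = 1.32e-12 from limma's camera, and adjusted p = 0.0974 with an estimated correlation). MHC class II genes, which present antigen, went the other way. All 8 had a negative log2 fold change, with a median of −0.81, and 5 were lower when adjusted over the list alone (adjusted p = 0.0497 from camera, and adjusted p = 0.724 with an estimated correlation). *H2-Aa* stood at 10,481 ± 3,253 in cluster 1 and 18,791 ± 2,008 CPM in cluster 0. Over all 16,329 genes tested, 3 rose in cluster 1 and 0 fell, with 1,672 at an unadjusted p under 0.05. *Ednrb*, an endothelin receptor, rose from 28.5 ± 9.77 to 537 ± 170 CPM (log2 fold change 4.24, SE 0.38, adjusted p = 0.0448 from edgeR's quasi-likelihood test), *Fgfr1*, a fibroblast growth factor receptor, from 29.3 ± 8.81 to 303 ± 64.0 (3.37, SE 0.31, adjusted p = 0.0448) and *Ms4a8a*, a membrane protein gene, from 15.9 ± 1.56 to 133 ± 5.02 (3.06, SE 0.23, adjusted p = 0.0389). DESeq2 called 484 genes lower, and it also called more genes higher than edgeR did. All 3 calls ended without any 1 of the pools, and with the pool as a block edgeR called 6 genes, *Ms4a8a* not among them (adjusted p = 0.0897).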

The top genes driving the separation of the clusters in the ischemic muscle are presented in Fig. 2f (Supplementary Table 1). 

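Of 18,753 genes tested between clusters 2 and 0 in ischemic muscle, 187 rose and 52 fell in cluster 2 by edgeR's quasi-likelihood test, and 4,454 had an unadjusted p under 0.05. Among the largest rises were genes without a single count in cluster 0, given as bounds against a floor of 3 counts over the group. *Olfr878*, an odorant receptor, was at least 2,775-fold higher (50.2 ± 26.3 CPM in cluster 2, SD, n = 3 pools) and *S100a2*, a calcium-binding protein, at least 2,645-fold (47.8 ± 42.7). Among genes that fell, *Slc2a8*, a glucose transporter, stood at 0.327 CPM against 52.7 ± 6.65 (log2 fold change −7.56, adjusted p = 0.0215 from the same test), and *Tmem18*, a membrane protein gene linked to body weight, had no count in cluster 2 and was at least 44.8-fold lower (33.1 ± 14.8 CPM in cluster 0). In the second female pool, 2 of the 8 cells of cluster 2 held 16.5% and 15.1% of their counts in mast cell genes such as *Mcpt4* and *Cpa3*, and the 1,098 other day 21 cells at most 0.153%. They supplied 67.9% of that pool's counts in cluster 2. Without these 2 cells, an alternative added after seeing the data, 916 genes rose and 346 fell. DESeq2 called 3,045 higher and 567 lower. With RLE size factors, edgeR called 690 higher and 57 lower, 92.4% of its calls higher against 78.2% with TMM, as the median log2 fold change of all genes moved from 0.14 to 0.64, by 0.50. Leaving out any 1 of the 3 pools left 0 genes in either direction, with 3,434 to 4,377 at an unadjusted p under 0.05. With the pool as a block 108 rose and 17 fell, among them 97 of the 187 rises and 15 of the 52 falls.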

Among the differentially expressed genes (DEGs) between clusters 2 and 0 in ischemic muscle, 168 genes were expressed to a higher degree, whereas 1,068 genes were expressed at lower levels in cluster 2 at 3 weeks after ischemic injury (Fig. 3a and Supplementary Table 2). Of these, the genes expressed significantly more in cluster 2 were associated with mural cells, whereas macrophage-associated genes were expressed at significantly lower levels (Fig. 3a,b). 

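Some genes of mural cells and blood vessels rose in cluster 2, and some genes of macrophages fell. *Tinagl1*, a matrix protein of vessel walls, rose from 0.0979 ± 0.0404 to 14.5 ± 16.7 CPM (SD, n = 3 pools), *Gucy1a1*, a subunit of the nitric oxide receptor of mural cells, from 0.809 ± 0.485 to 33.2 ± 30.4, and *Lama4*, a laminin of vessel basement membranes, from 0.595 ± 0.283 to 16.4 ± 3.10. *C1qa* fell from 4,066 ± 544 to 1,029 ± 347 CPM and *Lgmn*, a lysosomal protease, from 2,389 ± 76.8 to 592 ± 69.6. Of 20 smooth muscle contractile genes, 4 rose and 1, the tropomyosin gene *Tpm2*, fell (11 and 2 when adjusted over the list alone), with a median log2 fold change of 2.58, or 3.59 with genes without a count at their bound (adjusted p = 0.0121 from limma's camera, and adjusted p = 0.376 with an estimated correlation). Of 19 pericyte markers, 4 rose and 0 fell (6 and 1 over the list alone), with a median of 1.49, or 2.31 with bounds (adjusted p = 0.158 from camera). Of 14 vessel basement membrane genes, 3 rose (9 over the list alone), with a median of 2.42 (adjusted p = 0.0140 from camera, and adjusted p = 0.307 with an estimated correlation). Of the 12 mural genes the paper names, 3 rose (7 over the list alone), with a median of 3.16 (adjusted p = 0.000417 from camera, and adjusted p = 0.0946 with an estimated correlation). Of its 15 macrophage genes, all had a negative log2 fold change and 0 passed over all genes (6 over the list alone), with a median of −1.65 (adjusted p = 0.00297 from camera, and adjusted p = 0.250 with an estimated correlation). The paper highlighted many genes of both lists from its comparison of the same cells, so these tests are not independent of its calls. Of 18 core macrophage genes, 2 fell (7 over the list alone), with a median of −1.45 (adjusted p = 0.00208 from camera, and adjusted p = 0.250 with an estimated correlation). Without the 2 cells rich in mast cell genes, an alternative added after seeing the data, 7 of the mural genes the paper names rose, and 5 of its macrophage genes and 7 core macrophage genes fell. With the pool as a block, 2 of these mural genes rose, and 1 of its macrophage genes, *H2-Ab1*, and 0 core macrophage genes fell. Chemosensory receptor genes, which encode receptors of the nose, moved with the mural genes. Of 1,522 in the matrix, 127 passed edgeR's filter on low counts. Of these, 11 rose (77 over the list alone), with a median of 6.49 (adjusted p = 9.06e-36 from camera, and adjusted p = 0.0305 with an estimated correlation, the lowest among the lists). Genes so low in cluster 0 pass the filter largely through groups where they are higher, so their direction is partly built in. Without the filter, 1,199 had a median of 5.50 (adjusted p = 1.53e-10 from camera). In all, camera placed 17 of 32 lists past the threshold, 11 without the first female pool, and 1 with an estimated correlation. Leaving out any 1 pool ended the call of each gene named here (adjusted p = 0.0732 to 0.197 from edgeR's quasi-likelihood test), and the pool as a block ended those of *Gucy1a1*, *C1qa* and *Lgmn* (0.0500 to 0.0737).

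**Figure D1:**
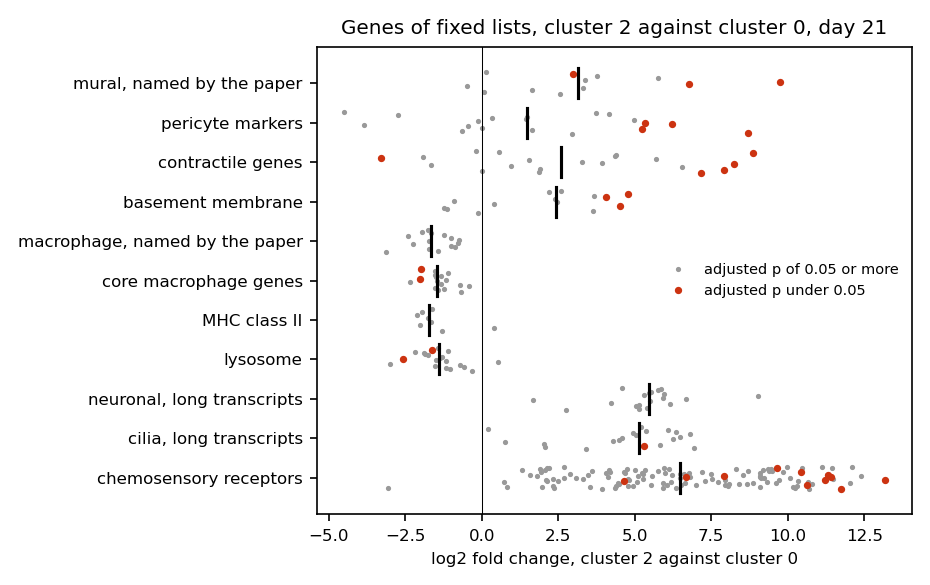
Fitted log2 fold change of cluster 2 over cluster 0 in ischemic muscle (x axis) for each measured gene of 11 lists (y axis), with red points at an adjusted p under 0.05 and black bars at the medians; genes without a count in a cluster are drawn at their fitted value, which is no bound. The medians of the mural, pericyte, contractile and basement membrane lists lie between 1.49 and 3.16, those of the macrophage, MHC class II and lysosome lists below 0, and that of the chemosensory receptors at 6.49.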

Cluster 2 was demonstrated to correspond to the mural cell-like macrophages observed in Fig. 1, as the *Pdgfrb* mRNA levels showed high correlation with both GFP and PDGFRβ protein expression (Extended Data Fig. 5a). Adding unspliced transcripts on top of the spliced transcripts, it became visually more apparent that the highly expressed genes in cluster 2 associated with mural cells (*Pdgfrb*, *Adamts2*, *Ano1*, *Sema5a*, *Cacna1c* and *Myh11*, ‘*’ in Fig. 3b, which all have a high fraction of unspliced transcripts), whereas macrophage-associated genes generally had a low fraction of unspliced transcripts (with the exception of *Cd86*, ‘+’ in Fig. 3b), reflecting an ongoing induction of gene expression and, therefore, the future state of the cells^17^. Cluster 2 contained a high proportion of unspliced transcripts at 73% compared to an average of 26% unspliced sequences (Fig. 3c), and the average unspliced level is in agreement with the general observation in scRNA-seq data^17^. This high fraction of unspliced transcripts was also maintained at cellular level (Fig. 3d and Extended Data Fig. 5b).

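In ischemic muscle, 64.1 ± 12.1% (SD, n = 3 pools) of the reads that the authors assigned to spliced or unspliced transcripts in cluster 2 were unspliced, against 21.2 ± 0.809% in cluster 0, 29.3 ± 2.41% in mural cells and 20.5 ± 1.70% in FAPs. By pool, cluster 2 stood at 68.4% in the male pool, 73.5% in the first female pool and 50.4% in the second. As a mean over cells, 73.0% were unspliced in cluster 2 and 26.0% over all day 21 cells. Cells of cluster 2 held a median of 121,778 ± 10,994 unspliced counts, 1.65 times the 73,895 ± 3,013 of cluster 0, and 51,384 ± 17,379 spliced counts, 5.72-fold fewer than the 294,105 ± 19,577 of cluster 0. Each of these differences between clusters 2 and 0 gave p = 0.1 in a two-sided exact permutation test, the smallest p that 3 pools against 3 allow. Without the 2 cells rich in mast cell genes, the unspliced share of cluster 2 was 71.8 ± 2.98%. From the unspliced transcripts of cluster 2, the paper reasons that the induction of mural gene expression was ongoing and showed the future state of the cells.

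**Figure D2:**
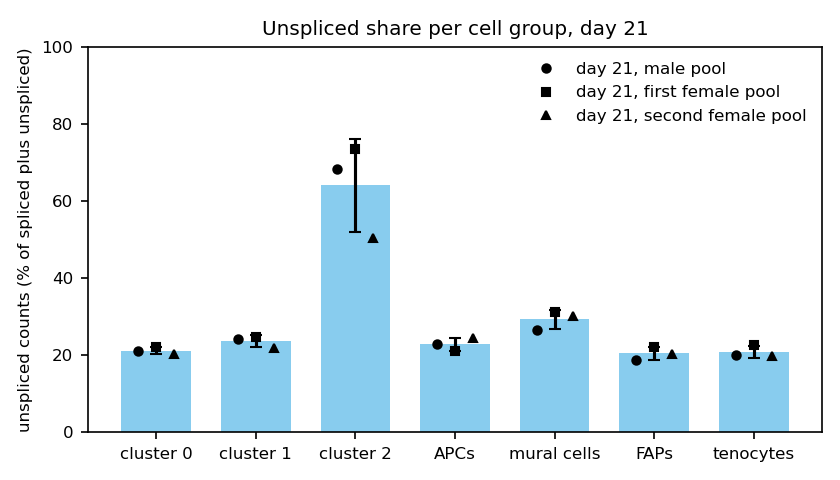
Unspliced counts as a percent of spliced plus unspliced counts (y axis, ratio of sums) by cell group in ischemic muscle (x axis), with bars at the mean of 3 pools, error bars for the SD and a symbol for each pool. Cluster 2 lies between 50.4% and 73.5%, above every pool of the other groups drawn.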

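Of the 40 day 21 cells in cluster 2, 38 had more than 50% unspliced reads. The other two were the cells rich in mast cell genes, at 24.1% and 26.7%. Among the 1,060 other day 21 cells, 45 were above 50%, among them 15 mural cells and 11 cells of cluster 0. Averaged over the cells of each pool, the unspliced share was 71.4 ± 5.96% in cluster 2 and 22.2 ± 1.37% in cluster 0 (SD, n = 3 pools). Cells of cluster 2 had a median of 91,862 ± 28,767 counts in genes, against 419,126 ± 31,014 in cluster 0 (two-sided exact permutation test, p = 0.1), and 4,770 ± 963 genes detected against 4,111 ± 15.3 (p = 0.4 from the same exact test). After thinning each cell to 20,000 counts, which 36 of the 40 cells of cluster 2 could supply, 3440.5 ± 540 genes were detected in cluster 2 and 2,688 ± 25.1 in cluster 0 (exact p = 0.1).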

**Fig. 3:**
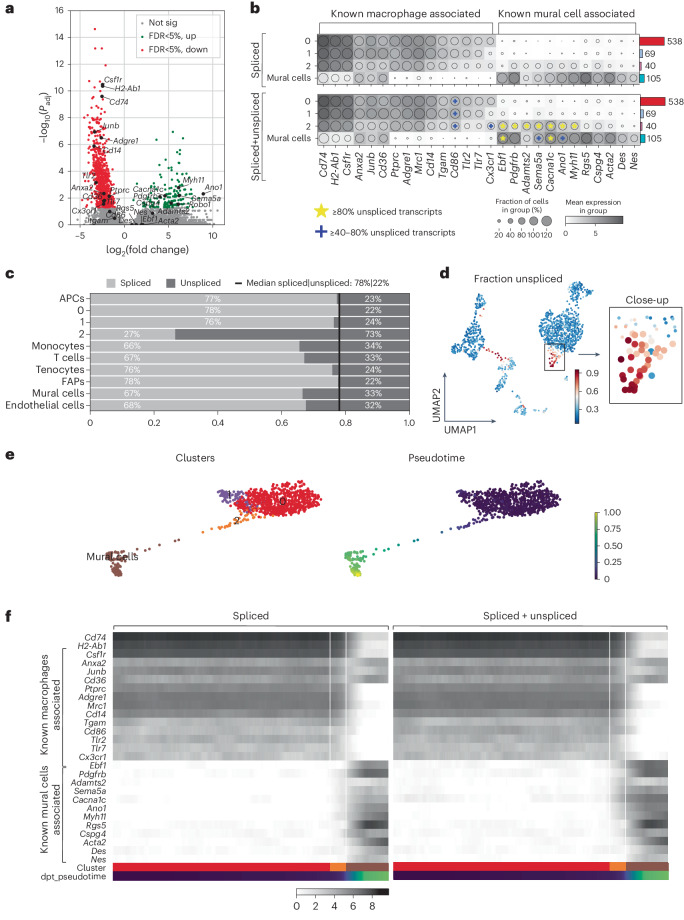
A subset of macrophages expresses mural cell-associated genes while expressing lower levels of immune cell-associated genes. **a**, Volcano plot of DEGs comparing cluster 2 to cluster 0. Each dot represents a gene; *x* axis represents the log_2_ fold change of gene expression in comparison; *y* axis represents the −log_10_-transformed adjusted *P* values. Statistical method, Wilcoxon rank-sum test; adjusted *P* value, Benjamini–Hochberg. Genes with FDR-adjusted *P* < 5% were considered to be significant, with higher and lower expression genes marked green and red, respectively. Non-significant genes are in gray. Some examples of mural cell-associated and macrophage-associated transcripts are highlighted. **b**, Dot plot of known macrophage-associated and mural cell-associated gene expressions without (Spliced) or with (Spliced+Unspliced) unspliced transcripts in different clusters, with ‘*’ marking genes with ≥80% unspliced transcript fraction and ‘+’ marking genes with ≥40–80% unspliced transcript fraction. **c**, Proportions of spliced and unspliced transcripts in all the clusters, with median value expressed as the black line, showing that cluster 2 has a high proportion of unspliced transcripts. **d**, Clustered cells colored by fraction of unspliced transcripts, with cluster 2 (close-up on the right) standing out as having a high proportion of unspliced transcripts. Big dots, cluster 2; small dots, clusters 0 and 1 (only in close-up). **e**, Trajectory inference analysis by PAGA of macrophage subclusters and mural cells. Clusters (left) and pseudotime (right). **f**, Expression of known macrophage-associated and mural cell-associated genes in pseudotemporally ordered cells (left: spliced transcript only, right: spliced and unspliced transcripts combined). All the analyses performed are based on D21 post-ischemia cells isolated from the *Cx3cr1*^*CreERT2*^ *Rosa26*-tdTomato *Pdgfrβ*^eGFP^ lineage-traced mouse model (*n* = 5). Not sig, not significant.

Genes highly expressed in cluster 2 compared to cluster 0 were also highly expressed in mural cells (Fig. 3a,b). 

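Of the 187 genes that rose in cluster 2, 125 were also higher in mural cells than in cluster 0, and of the 52 that fell, 9 were also lower in mural cells. The overlap of rises was not particular to mural cells. Of those tested in each, 88 of 115 were also higher in FAPs, 64 of 93 in tenocytes and 61 of 110 in endothelial cells, which had fewer pools. *Cpe*, a carboxypeptidase that processes hormones, stood at 13.7 ± 8.42 CPM in cluster 2, 0.100 ± 0.0581 in cluster 0 and 1,138 ± 98.3 in mural cells (SD, n = 3 pools). *Casq2*, a calcium-binding protein of the contractile cell's calcium store, stood at 16.7 ± 24.7 CPM, 0.0493 and 1,000 ± 81.8. Mural cells differed from cluster 0 in many more genes, with 1,151 higher and 1,403 lower. *Kcne4*, a potassium channel subunit, was at least 13,391-fold higher in mural cells (242 ± 175 CPM), *Npy1r*, a neuropeptide Y receptor, at least 11,190-fold (202 ± 82.3), and *Spi1*, the gene of the myeloid transcription factor PU.1, at least 5,724-fold lower (449 ± 67.2 CPM in cluster 0). All 19 pericyte markers, all 20 contractile genes and all 14 basement membrane genes were higher in mural cells. In cluster 2, in unscaled CPM, the 12 mural genes named by the paper stood at a median of 2.15%, 6.16% and 0.671% of their mural level in the male, first female and second female pools, and the 53 genes of these 3 lists at 0.403%, 1.36% and 0.145%. The values of the second female pool include the 2 cells rich in mast cell genes. These supplied 67.9% of its counts in cluster 2 and held 0 counts of *Pdgfrb*, *Myh11* and *Ano1*. In 100 simulations of unchanged groups against the same cluster 0 pools, 0 genes were called and so 0 shared, which cannot measure overlap among called genes. Independent lists would share 11.5 genes upward and 3.89 downward. Part of the excess may come from the shared cluster 0 pools, since 3 pools cannot be split with 2 in each part. With any 1 pool left out, 0 genes were shared, as cluster 2 then had no call. With the pool as a block, 97 of the 187 rises in cluster 2 were still called. Called with DESeq2, 1,127 genes were shared upward (337 if independent) and 89 downward (59.0), and by a Wilcoxon test over cells 62 (16.1) and 847 (114).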

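*Ano1* (ENSMUSG00000031075.18) lies on chromosome 7 of GRCm38 from 144588549 to 144751974. In ischemic muscle, its level was 25.3 ± 20.5 CPM in cluster 2, 0.0242 ± 0.0102 in cluster 0 and 719 ± 166 in mural cells (SD, n = 3 pools). *Ano1* rose in cluster 2, in all 3 pools, with a log2 fold change of 9.74 (SE 1.05, adjusted p = 0.00557 from edgeR's quasi-likelihood test). In unscaled CPM, cluster 2 held 2.79% of the mural level. The call ended without any 1 of the pools, at adjusted p = 0.0732 to 0.197 from the same test.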

*Ano1*, also known as *Tmem16a*, is a calcium-activated chloride channel previously demonstrated to be required for peripheral blood vessel contractility causing disturbances in blood pressure after gene inactivation in mice^18^. 

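*Myh11* lies on chromosome 16 of GRCm38 from 14194535 to 14291372. *Myh11* rose from 0.358 ± 0.260 CPM in cluster 0 to 39.7 ± 15.4 in cluster 2 (SD, n = 3 pools), a log2 fold change of 6.78 (SE 0.75, adjusted p = 0.00557 from edgeR's quasi-likelihood test), with all 3 pools in the same direction. Mural cells held 2,273 ± 950 CPM, and cluster 2 stood 5.84 below them on the log2 scale (adjusted p = 0.000354 from edgeR), at 1.62% of the mural level in unscaled CPM. Without 1 of the pools, the rise over cluster 0 had adjusted p = 0.0512 to 0.197 from edgeR.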

*Myh11* is known to be expressed in mature smooth muscle cells and pericytes to generate smooth muscle contractile protein myosin heavy chain 11 (myosin-11)^19^. 

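*Pdgfrb* (chromosome 18 of GRCm38, 61045150 to 61085061), the gene behind the GFP reporter and a growth factor receptor of mural cells, rose from 4.47 ± 1.66 CPM in cluster 0 to 36.0 ± 30.8 in cluster 2 (SD, n = 3 pools), a log2 fold change of 3.00 (SE 0.64, adjusted p = 0.0469 from edgeR's quasi-likelihood test). Mural cells held 2,593 ± 709 CPM of it, and in unscaled CPM cluster 2 held 1.23% of the mural level. *Sema5a* (chromosome 15, 32244810 to 32696341), a semaphorin that guides growing processes, had 30.5 ± 30.6 CPM in cluster 2, 0.563 ± 0.594 in cluster 0 and 178 ± 58.2 in mural cells (log2 fold change over cluster 0 5.76, SE 1.40, adjusted p = 0.0560 from the same test). *Cacna1c* (chromosome 6, 118587240 to 119196418), the pore of an L-type calcium channel, had 32.2 ± 18.0, 3.13 ± 1.55 and 201 ± 88.3 CPM (3.37, SE 0.76, adjusted p = 0.0534). *Adamts2* (chromosome 11, 50602084 to 50807573), a protease that trims procollagen, had 23.5 ± 16.4, 1.73 ± 1.65 and 96.5 ± 17.9 CPM (3.76, SE 1.14, adjusted p = 0.0856). *Cspg4*, the NG2 proteoglycan gene of pericytes, had 28.6 ± 5.78 CPM in cluster 2 and 2.86 ± 2.23 in cluster 0 (3.32, SE 0.82, adjusted p = 0.0565). All 5 genes were above cluster 0 in all 3 pools. The call of *Pdgfrb* ended without any 1 of the pools (adjusted p = 0.144 to 0.220 from edgeR) and with the pool as a block (0.0821).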

Other mural cell-associated genes, including *Pdgfrb*, *Sema5a*, *Adamts2* and *Cacna1c*, were also highly expressed in cluster 2 (ref. ^20^) (Fig. 3a,b) in agreement with our observations of elevated protein levels of PDGFRβ in ischemic muscles (Fig. 1f). 

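*Rgs5*, the most abundant of these mural transcripts, stood at 4.61 ± 2.77 CPM in cluster 2, 6.32 ± 7.33 in cluster 0 and 14,595 ± 940 in mural cells (SD, n = 3 pools). *Acta2*, smooth muscle actin, stood at 7.81 ± 7.45, 2.57 ± 0.661 and 7,976 ± 5,506 CPM, and *Des*, the intermediate filament desmin, at 12.7 ± 22.1, 12.7 ± 3.62 and 377 ± 244. *Nes*, the intermediate filament nestin, stood at 19.5 ± 17.4, 3.36 ± 2.79 and 172 ± 22.6 CPM. Against cluster 0, the log2 fold changes in cluster 2 were −0.49 for *Rgs5* (SE 0.85, adjusted p = 0.772 from edgeR's quasi-likelihood test), 1.65 for *Acta2* (SE 0.74, adjusted p = 0.199), 0.06 for *Des* (SE 1.22, adjusted p = 0.984) and 2.54 for *Nes* (SE 1.11, adjusted p = 0.192). DESeq2 called *Nes* and *Acta2* higher. The log2 fold change of *Des* was −1.64 with the pool as a block and −11.43 without the first female pool. That of *Rgs5* was positive with cells thinned to cluster 2 depths (0.10), without the second female pool (0.34) and in the Wilcoxon test over cells (0.98).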

Expression of other mural cell markers, including *Rgs5*, *Nes*, *Acta2* and *Des*, were nevertheless not expressed significantly more in cluster 2 (Fig. 3a,b)^20^. Furthermore, *Ebf1*, encoding early B cell factor-1 transcription factor, was not among the genes with increased expression in cluster 2 (Fig. 3a) but had a high fraction of the unspliced transcripts (Fig. 3b). 

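*Ebf1* lies on chromosome 11 of GRCm38 from 44617317 to 45008091. Its level was 3.17 ± 2.13 CPM in cluster 2, 3.01 ± 3.08 in cluster 0 and 393 ± 15.4 in mural cells (SD, n = 3 pools). The log2 fold change of cluster 2 over cluster 0 was 0.14 (SE 0.79, adjusted p = 0.939 from edgeR's quasi-likelihood test), and its sign turned without the male pool (−0.06) or the first female pool (−1.15). In cluster 2, *Ebf1* had 14 counts in all.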

EBF1-expressing perivascular cells have been suggested to represent pericytes, and EBF1 has a functional role in the cell fate commitment toward the pericytes phenotype^21^. Regarding genes associated with immune cell functions, *Ptprc* and *Cx3cr1* were both expressed at lower levels in cluster 2 when compared to macrophage cluster 0 (Fig. 3a), again confirming our observations at the protein level (Fig. 1i). In addition, significantly lower expression levels of various hallmark innate immunity genes were observed in cluster 2, including toll-like receptors (*Tlr2* and *Tlr7*), which play key roles in the detection of pathogens and consecutive macrophage activation. 

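*Ptprc* encodes CD45, the surface phosphatase of leukocytes, and *Cx3cr1* the fractalkine receptor whose promoter drives the lineage label. In ischemic muscle, *Ptprc* stood at 602 ± 106 CPM in cluster 2 and 1,009 ± 72.8 in cluster 0 (SD, n = 3 pools), and at 0.177 in mural cells. *Cx3cr1* stood at 37.8 ± 30.0 CPM in cluster 2 and 333 ± 126 in cluster 0, and at 0.127 in mural cells. The log2 fold changes were −0.75 for *Ptprc* (SE 0.41, adjusted p = 0.300 from edgeR's quasi-likelihood test) and −3.13 for *Cx3cr1* (SE 0.94, adjusted p = 0.0831), with both genes lower in all 3 pools. DESeq2 called *Cx3cr1* lower (adjusted p = 0.0272, with 0.00109 to 0.215 over all alternatives).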

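*Tlr6*, which pairs with TLR2 to sense bacterial lipopeptides, fell in cluster 2. It had no count there and 37.6 ± 16.7 CPM in cluster 0 (SD, n = 3 pools), at least 50.9-fold lower (adjusted p = 0.0448 from edgeR's quasi-likelihood test). *Tlr2* itself stood at 152 ± 115 CPM in cluster 2 and 506 ± 189 in cluster 0 (log2 fold change −1.74, SE 1.53, adjusted p = 0.535 from the same test), and *Tlr7*, a sensor of single-stranded RNA, at 71.9 ± 49.4 and 196 ± 21.2 (−1.44, SE 0.76, adjusted p = 0.270). Both were lower in all 3 pools. Of 11 inflammatory macrophage genes, 0 passed over all genes and 2 were lower when adjusted over the list alone, with a median log2 fold change of −1.82 (adjusted p = 0.0189 from limma's camera, and adjusted p = 0.298 with an estimated correlation). These were *Ptgs2*, the inducible cyclooxygenase, with no count in cluster 2 and 20.7 ± 15.6 CPM in cluster 0, and *Cxcl10*, a chemokine for T cells, with 9.03 ± 10.3 and 146 ± 124. The call of *Tlr6* ended without any 1 of the pools (adjusted p = 0.158 to 0.197 from edgeR) and with the pool as a block (0.0786).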

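Levels of phagocytosis genes were lower on average in cluster 2 than in cluster 0, and none of them passed the test over all genes. *Cd68*, a lysosomal glycoprotein of macrophages, stood at 499 ± 90.5 CPM in cluster 2 and 1,256 ± 175 in cluster 0 (SD, n = 3 pools), and *Mrc1*, the mannose receptor, at 1,309 ± 1,096 and 2,259 ± 213. *Sirpa*, the receptor of the "don't eat me" protein CD47, stood at 467 ± 48.5 and 1,063 ± 85.0 CPM, and *Cd300lb*, a receptor of dying cells, at 74.8 ± 44.1 and 232 ± 57.6. Among annexins, which bind phospholipids, *Anxa5* stood at 593 ± 113 and 1,331 ± 148 CPM, *Anxa2* at 288 ± 141 and 682 ± 157, and *Anxa6* at 292 ± 378 and 351 ± 57.1. Their log2 fold changes lay between −0.27 for *Anxa6* (adjusted p = 0.880 from edgeR's quasi-likelihood test) and −1.63 for *Cd300lb* (adjusted p = 0.265), and the lowest adjusted p among the 7 was 0.109, for *Anxa5*. Of 13 phagocytosis genes that the paper names, 11 had a negative log2 fold change and 0 passed over the list alone, with a median of −1.19 (adjusted p = 0.134 from limma's camera). With RLE size factors, the log2 fold changes of *Anxa1* and *Anxa6* were positive, at 0.04 and 0.18. That of *Anxa6* was −2.49 without the second female pool and 0.23 without the first.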

Compared to the macrophage cluster 0, the macrophages of cluster 2 expressed significantly lower levels of transcripts associated with phagocytosis (*CD68*, *Mrc1*, *CD300lb*, *Sirpa*, *Anxa2*, *Anxa5* and *Anxa6*; Extended Data Fig. 5c,d). This indicates poor phagocytic ability for the cells within cluster 2, which was also highlighted by the top 20 significant KEGG categories and the Gene Ontology (GO) cell component categories of genes that were significantly reduced in cluster 2 compared to cluster 0 (Extended Data Fig. 5e,f).

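Some lysosome genes, whose products digest what phagocytes take up, fell in cluster 2. Of 20, 2 fell over all genes and 11 when adjusted over the list alone, with a median log2 fold change of −1.38 (adjusted p = 0.00164 from limma's camera, and adjusted p = 0.0946 with an estimated correlation). *Ctsb*, the protease cathepsin B, fell from 8,328 ± 582 to 2,680 ± 97.0 CPM (SD, n = 3 pools; −1.64 on the log2 scale, SE 0.34, adjusted p = 0.0442 from edgeR's quasi-likelihood test), and *Psap*, the precursor of the saposins that help break down lipids, from 5,726 ± 975 to 970 ± 633 (−2.56, SE 0.52, adjusted p = 0.0435). *Grn* stood at 810 ± 106 CPM against 2,337 ± 330 and *Lamp1*, a protein of the lysosomal membrane, at 693 ± 199 against 1,715 ± 171. Both passed over the list alone. Of 8 MHC class II genes, 6 were lower when adjusted over the list alone and 0 over all genes, with a median of −1.71 (adjusted p = 0.0146 from camera, and adjusted p = 0.376 with an estimated correlation). *H2-Ab1* stood at 5,897 ± 2,831 CPM against 22,792 ± 2,411 and *Cd74*, the invariant chain, at 15,907 ± 6,306 against 53,833 ± 11,850. With the pool as a block 1 of the 8, *H2-Ab1*, fell (adjusted p = 0.0434 from edgeR), and without the 2 cells rich in mast cell genes 4 did, *H2-Ab1* (0.0147) and *Cd74* (0.0162) among them, while without any 1 pool 0 did (0.112 to 0.203 for *H2-Ab1*). Leaving out any 1 pool ended the calls of *Ctsb* and *Psap* (adjusted p = 0.0748 to 0.197 from edgeR), and the pool as a block ended that of *Ctsb* (0.0714). From lower levels of phagocytosis transcripts, and from KEGG and GO categories of genes lower in cluster 2, the paper proposes poor phagocytic ability of these cells.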

Trajectory inference revealed the pseudotemporal ordering of the ischemic muscle cells, which identified cluster 2 as an ‘intermediate’ population between cluster 0 macrophages and mural cells (Fig. 3e). 

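Diffusion pseudotime was computed from the counts of the day 21 cells of clusters 0 and 2 and mural cells, with 40 principal components and 15 neighbors. The root was the cell nearest the center of cluster 0, and the paper also chose cluster 0 as root. A low value of cluster 0 is therefore partly built in. The mean of the pools' medians was 0.0835 ± 0.00434 in cluster 0, 0.112 ± 0.00969 in cluster 2 and 0.762 ± 0.0163 in mural cells (SD, n = 3 pools), so that cluster 2 lay 4.25% of the way from cluster 0 to mural cells. In the pseudotime that the authors deposited, the means were 0.0147, 0.0841 and 0.790, with cluster 2 at 8.95% of the way. Cluster 2 lay at 0.662% with 30 neighbors, at 8.01% with 20 principal components and at 7.21% with cluster 1 included. With cluster 1 included, cluster 1 stood at 0.109 ± 0.0418 beside 0.120 ± 0.0146 for cluster 2, while the deposited pseudotime placed cluster 1 at 0.0165. Cluster 2 came before cluster 0 when cells were thinned to 20,000 counts (−0.405%), and with each of the pools left out in turn (−18.2 to −1.91%).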

Analysis of known macrophage and mural cell markers along this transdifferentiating path reveals a decreasing expression of macrophage-associated markers and increasing expression of various mural cell markers discussed above (for example, *Pdgfrb*, *Ano1* and *Myh11*) (Fig. 3f). Inclusion of unspliced transcripts in this analysis further highlighted the increased expression of mural cell markers (Fig. 3f). 

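Genes of vessel basement membranes and of endothelial cells were measured in cluster 2 as well. *Hspg2*, the proteoglycan perlecan of basement membranes, rose from 0.925 ± 0.766 CPM in cluster 0 to 21.4 ± 16.3 in cluster 2 (SD, n = 3 pools; adjusted p = 0.0384 from edgeR's quasi-likelihood test), and *Lamb1*, a laminin chain, from 2.01 ± 1.63 to 33.7 ± 15.7 (adjusted p = 0.0408). Of 13 endothelial markers, 0 passed over all genes and 3 were higher when adjusted over the list alone, with a median log2 fold change of 2.98 (adjusted p = 0.0349 from limma's camera, and adjusted p = 0.376 with an estimated correlation). *Flt1*, a receptor of vascular endothelial growth factor, stood at 34.7 ± 30.0 CPM against 1.48, and *Emcn*, the endothelial sialoprotein endomucin, at 48.1 ± 60.2 against 0.775. Of 17 angiogenic factor genes, 0 passed over all genes and 1 was lower over the list alone. Their median log2 fold change was 0.52, while camera's direction was down (adjusted p = 0.479). Without any 1 of the pools *Hspg2* and *Lamb1* did not pass the test, nor with the pool as a block (adjusted p = 0.0570 and 0.0585 from edgeR).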

Gene set enrichment analysis performed using STRING^22^ with genes expressed to a higher degree in cluster 2 (versus cluster 0) yielded various GO biological process terms (referred to as GO terms) associated with mural cell functions^23^ in the ischemic muscle (Fig. 4a, Extended Data Fig. 6a and Supplementary Table 3), including blood circulation, blood vessel development, cell junction assembly, anatomical structure morphogenesis and tube development. In total, 73.5% of GO terms enriched in cluster 2 overlapped with those enriched in mural cell clusters. In contrast, of the GO terms depleted in cluster 2, 72.7% were associated with those enriched in cluster 0 macrophages, including immune system process, positive regulation of immune system process, immune response, myeloid cell activation in immune response, cytokine secretion and leukocyte differentiation (Fig. 4b). 

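Genes of the contractile apparatus stood far below their mural level in cluster 2. *Myl9*, a myosin light chain of smooth muscle, stood at 1.26 ± 1.43 CPM against 3,825 ± 1,408 in mural cells (SD, n = 3 pools; log2 fold change −11.38, SE 1.00, adjusted p = 3.35e-05 from edgeR's quasi-likelihood test), and *Tagln*, the actin-binding protein transgelin, at 3.88 ± 5.91 against 1,922 ± 1,092 (−8.82, SE 1.18, adjusted p = 0.000674). *Mylk*, the kinase that triggers smooth muscle contraction, stood at 21.9 ± 31.2 against 1,302 ± 511 CPM (−5.86, SE 1.06, adjusted p = 0.00483). Of 20 contractile genes, 16 were lower in cluster 2 and 0 higher (17 and 0 when adjusted over the list alone), with a median log2 fold change of −6.15, or −5.91 with bounds (adjusted p = 3.30e-13 from limma's camera, and 0.0300 with an estimated correlation). Of 19 pericyte markers, 17 were lower, with a median of −6.88 (adjusted p = 1.31e-14 from camera), and of 14 basement membrane genes 13, with a median of −4.89 (adjusted p = 1.45e-09). *Kcnj8*, a potassium channel of pericytes, had no count in cluster 2 and was at least 2,039-fold lower. Of the mural genes that the paper names, *Sema5a* (−2.53, adjusted p = 0.179 from edgeR), *Adamts2* (−2.04, adjusted p = 0.222) and *Nes* (−3.13, adjusted p = 0.0788) did not pass the test. Macrophage genes were higher than in mural cells, 17 of 18 core genes with a median of 10.65, or 10.39 with bounds (adjusted p = 1.34e-15 from camera). *C1qb*, a complement gene, stood at 2,798 ± 1,349 CPM against 1.71 ± 0.150. In all, 2,202 genes were higher and 931 lower in cluster 2 than in mural cells. Leaving out 1 pool gave 387 to 592 higher and 234 to 416 lower, and ended the call of *Mylk* for 1 of them (adjusted p = 0.00688 to 0.0704 from edgeR).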

Interestingly, genes significantly expressed to a lower degree in cluster 2 versus in the mural cell cluster unveiled KEGG pathways associated with certain mural cell functions, including vascular smooth muscle contractility, suggesting that not all mural cell characteristics are acquired by cluster 2 macrophages (Extended Data Fig. 6b and Supplementary Table 3). Various overlapping terms between cluster 2 and those of tenocytes (tendon fibroblasts) and FAPs, previously shown to be related to mural cells and the production and remodeling of ECM, were also revealed (Extended Data Fig. 6a,c)^24,25^. 

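Of 115 genes that rose in cluster 2 and were tested in both comparisons, 88 were also higher in FAPs than in cluster 0, and of 93 tested in tenocytes, 64 were. Independent lists would share 16.8 genes with FAPs and 8.62 with tenocytes. The cluster 0 pools are shared here too, so part of each excess may come from them. Of the genes that fell in cluster 2, 13 of 52 were also lower in FAPs (8.75 if independent) and 11 of 52 in tenocytes (8.54). For endothelial cells, on 2 pools, 61 of 110 genes were shared upward (4.56 if independent). FAP markers themselves had a median log2 fold change of 1.11 in cluster 2 over 17 genes, or 1.66 with bounds, and 0 passed over all genes (3 higher when adjusted over the list alone, adjusted p = 0.0626 from limma's camera). *Tnxb*, a tenascin of connective tissue, stood at 13.8 ± 7.51 CPM in cluster 2 and 1.05 in cluster 0 (SD, n = 3 pools), and *Crispld2*, a secreted protein of fibroblasts, at 78.2 ± 125 and 1.25. Of 7 tenocyte markers, 0 passed by either adjustment, with a median of 1.94 (adjusted p = 0.166 from camera). Without any 1 of the pools, cluster 2 had no called gene to share.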

Genes with high unspliced numbers of transcripts from cluster 2 were also enriched in mural cell-associated biological processes (68.9%; Fig. 4a), indicating an ongoing expression shift of cluster 2 toward a mural cell identity.

**Fig. 4:**
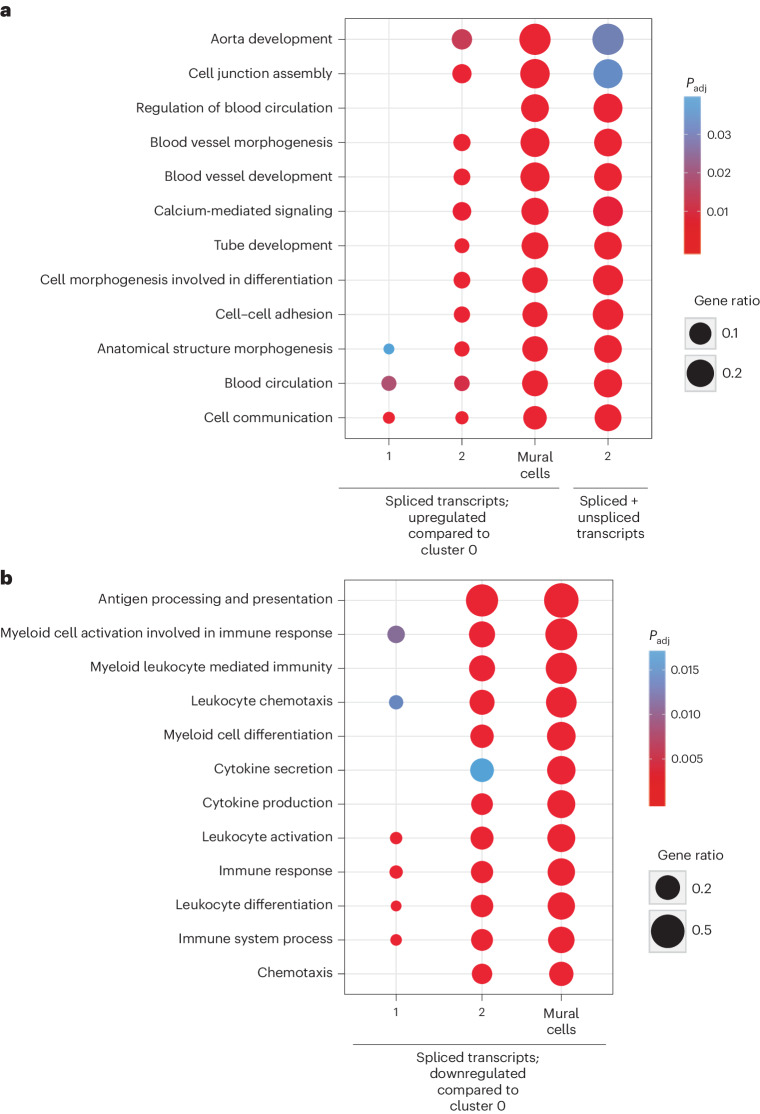
Enrichment of GO terms associated with mural cell functions and depletion of those associated with immune cell function in cluster 2. Enrichment (**a**) and depletion (**b**) of GO terms in tdTomato^+^ macrophage subclusters 1 and 2 and PDGFRβ^+^ clusters of mural cells, compared to cluster 0, with transcripts of high unspliced fraction in cluster 2 (only in **a**). GO terms were selected based on the overlap between cluster 2 and mural cells (73.5%) and cluster 2 and macrophages from cluster 0 (72.7%) (*n* = 5). FDR (*P*_adj_) was calculated using the Benjamini–Hochberg method to control for multiple hypothesis testing from the gene enrichment analysis performed with STRING version 11.0b.

In summary, the scRNA-seq data demonstrate that, 3 weeks after ischemia induction, a subpopulation of muscle macrophages acquires a gene expression profile characteristic of mural cells while simultaneously downregulating the expression profile associated with macrophages.

### Macrophages take on mural cell position and functions

Next, we asked if the macrophages were necessary for vessel maturation. The macrophages were depleted before downgrading their macrophage characteristics and at a timepoint where the ischemia-induced angiogenesis is already initiated, as macrophages are known to also induce angiogenesis, by administrating clodronate liposomes daily between days 3 and 7 after ischemia induction. This approach resulted in a 67 ± 8% depletion of macrophages in ischemic muscles (see Extended Data Fig. 7a–c for gating strategy and Extended Data Fig. 7d for verification of depletion), whereas vessel density was not affected (day 7 after ischemia; Extended Data Fig. 7e). Furthermore, macrophage depletion decreased the number of perfused vessels (shown as reduced lectin:CD31 ratio; Extended Data Fig. 6f), increased vessel permeability (Extended Data Fig. 7g) and reduced basal tissue perfusion (Extended Data Fig. 7h), demonstrating a role of macrophages in vessel maturation after ischemia.

The model of HLI ensures strong hypoxic stimuli and consequent angiogenic response in gastrocnemius muscle, but the anatomical localization of the muscle makes in vivo visualization of newly formed vessels a challenge. To enable in vivo observations of macrophages and mural cells interacting with newly formed vessels, we used our previously developed and characterized model of syngeneic pancreatic islet transplantation to abdominal muscle^2,3,26^. This model results in localized hypoxia within the isolated and transplanted islet grafts, followed by de novo islet revascularization by vessels originating from muscle tissue^2^. By transplanting islets into macrophage reporter and pericyte reporter mice (*Cx3cr1*^GFP/+^;*Ng2*^dsRed^ mice; Fig. 5a), we found that the newly formed intra-islet vessels were fully covered by mural cells by day 5 after transplantation (Fig. 5b and Extended Data Fig. 8). Furthermore, macrophages from the recipient mice were promptly recruited to the transplanted islets (Fig. 5c)^26^. In agreement with our observations in the HLI model, 16.5 ± 4.8% of the recruited macrophages co-expressed the mural cell marker NG2 and the macrophage marker CX_3_CR1 at D5 after islet transplantation (Fig. 5d). Furthermore, using FlowSight (imaging flow cytometry), the NG2 reporter signal was confirmed not to localize to proteasomes (Fig. 5d). To determine if macrophages contribute to mural cell coverage, we administrated clodronate liposomes to deplete macrophages before and after islet transplantation. Clodronate liposome treatment caused a 92.8 ± 0.1% depletion of macrophages in transplanted islets compared to islets transplanted to mice receiving control liposomes (Fig. 5e). Although the treatment did not affect total vascular volumes per islet volume (11.2 ± 2.1% (control), 16.6 ± 3.8% (clodronate)) (Fig. 5f), macrophage depletion resulted in severe deficiency of perivascular NG2^+^ mural cells at the sites of islet transplantation (4.9 ± 1.1% (control), 1.3 ± 0.4% (clodronate)) (Fig. 5g), along with increased vessel diameter indicative of immature vessels (Fig. 5h). To further characterize isolated intra-islet macrophages, islets were syngeneically transplanted to the muscle of mice with lineage-traced macrophages (*Cx3cr1*^*CreERT2*^ × *Rosa26*-tdTomato). As a result, tdTomato-expressing macrophages were found aligning the islet vasculature 5 days after islet transplantation (*n* = 3), and 10.7 ± 4.0% of the tdTomato^+^ cells co-expressed PDGFRβ, as determined by flow cytometry. In addition, 73.5 ± 6.7% of the tdTomato^+^PDGFRβ^+^ macrophages also expressed NG2, but loss of myeloid cell markers could not be detected at this early timepoint (Fig. 5i). These results demonstrate that, in a model of localized hypoxia, as well as in the model of HLI, macrophages express mural cell markers and take on mural cell functions at sites of ischemia.

**Fig. 5:**
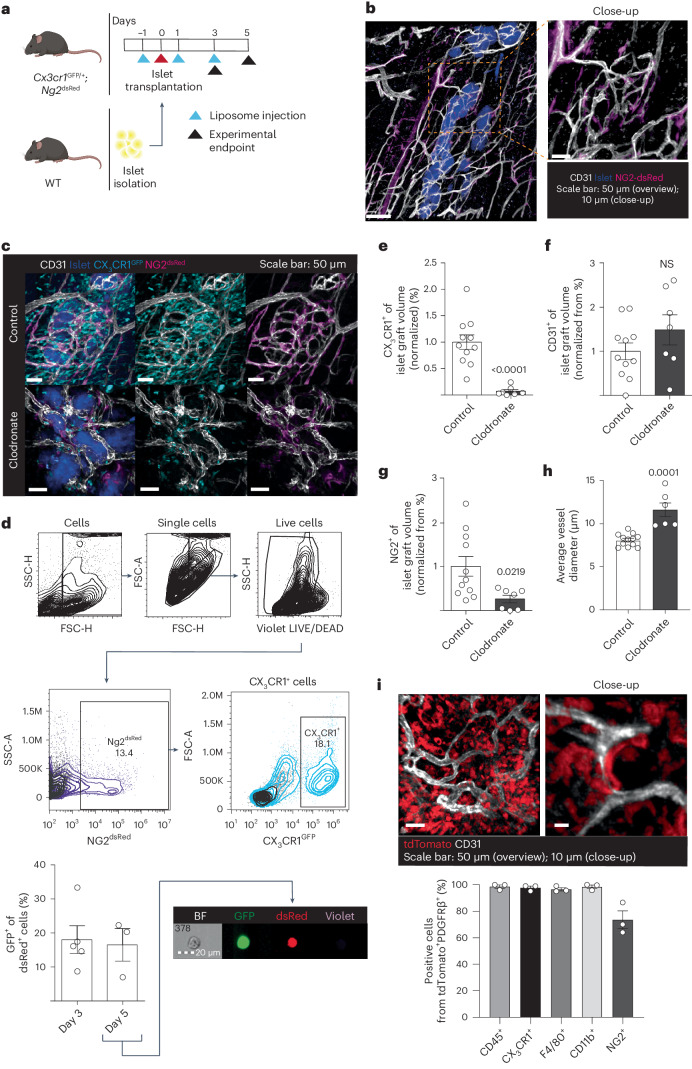
Macrophages align islet vasculature, express mural cell markers and are required for vessel maturation during engraftment. **a**, Experimental layout of the ischemic model of syngeneic islet transplantation. Isolated islets were transplanted into the abdominal muscle of recipient mice (red arrowhead) to enable in vivo imaging of the newly formed vasculature and the cells recruited to the hypoxic sites (black arrowhead). Control or clodronate liposome administration is indicated by the blue arrowhead. **b**, Representative images of engrafted islets (blue) 5 days after transplantation where the newly formed intra-islet CD31^+^ vasculature (white) is lined by NG2^+^ mural cells (magenta) in *Cx3cr1*^*GFP/+*^*;Ng2*^*dsRed*^ recipient mice (three repetitions). **c**, Representative images of islet transplantation sites of control and macrophage-depleted (clodronate) *Cx3cr1*^*GFP/+*^*;Ng2*^*dsRed*^ mice. CD31^+^ vasculature, white; transplanted islets, blue; CX_3_CR1^GFP+^ macrophages, cyan; NG2^dsRed^ mural cells, magenta (11 repetitions for Control, 7 repetitions for Clodronate). **d**, Flow cytometry (gating strategy and quantification) and FlowSight imaging (representative image at day 5) identifies CX_3_CR1-expressing NG2^+^ cells at islet transplantation sites at 3 days and 5 days after transplantation in *Cx3cr1*^*GFP/+*^*;Ng2*^*dsRed*^ mice. Quantification is shown as percentage of CX_3_CR1^GFP+^ cells from total NG2^dsRed^ cells (*n* = 4(Day 3)-3(Day 5)). **e**, Clodronate treatment of *Cx3cr1*^*GFP/+*^*;Ng2*^*dsRed*^ mice resulted in reduced presence of macrophages, as quantified as percentage of CX_3_CR1^+^ volume compared to islet graft volume. **f**, Unchanged vessel areas, as quantified as CD31^+^ volume compared to islet graft volume. Reduced mural cell staining quantified as NG2^+^ volume compared to islet graft volume (**g**) and increased average vessel diameters (**h**) (*n* = 8(Control)-3(Clodronate)). **i**, Representative overview and close-up images of tdTomato^+^ lineage-traced macrophages (red) and CD31^+^ vasculature (white) in engrafted islets 7 d after transplantation into *Cx3cr1*^*CreERT2*^ *Rosa26*-tdTomato lineage-traced mice and characterization of the tdTomato^+^PDGFRβ^+^ intra-islet graft cells by flow cytometry (based on gating strategy in Fig. 1e and Extended Data Fig. 1f) (*n* = 3). Two-tailed unpaired Student’s *t*-test (**f**,**g**). Two-tailed Mann–Whitney *U*-test (**e**,**h**). Data are shown as average ± s.e.m. FSC-A, forward scatter area; FSC-H, forward scattter height; NS, not significant; SSC-H, side scatter height.

### Mural cell-like macrophages are required for functional recovery

PDGFRβ-mediated signaling is central to the recruitment of mural cells to blood vessels during angiogenesis and mediates their close contact to the endothelium during homeostasis. To study if PDGFRβ-mediated signaling in macrophages controls their perivascular positioning and mural cell functions in the ischemic muscle, we generated macrophage-specific PDGFRβ knockout mice (*Cx3cr1*^CreERT2^ *Rosa26*-tdTomato × *Pdgfrb*^flx/flx^ mice, hereafter referred to as PDGFRβ KO mice). As a result, tamoxifen administration leads to a deletion of PDGFRβ specifically in CX_3_CR1^+^ macrophages (Fig. 6a and Extended Data Fig. 9a). To ensure high tamoxifen-induced recombination, both the daily dose and time of treatment were doubled compared to the lineage tracing experiments. Thus, peroral administration of tamoxifen (2 mg) twice a day for 10 days resulted in high recombination efficacy, as 85.0 ± 5.5% of all CX_3_CR1^+^ cells expressed tdTomato, and also did not express PDGFRβ (Extended Data Fig. 9b,c). Macrophage-specific PDGFRβ KO resulted in loss of the elongated macrophage shape in the ischemic muscle (Fig. 6b,c), demonstrating that PDGFRβ-mediated signaling contributes to the mural cell morphology of macrophages. Furthermore, flow cytometry analysis of PDGFRβ KO macrophages demonstrated that NG2 was not at all upregulated, and levels of ROBO1 showed a tendency toward reduction (Fig. 6d and Extended Data Fig. 9b). This demonstrates that macrophage expression of PDGFRβ is required for them to take on expression of other mural cell-associated markers. The capillary bed within ischemic gastrocnemius muscles was then investigated in the *Cx3cr1*^CreERT2^ × *Rosa26*-tdTomato × *Pdgfrb*^flx/flx^ mice using immunohistochemistry of whole mounts (Fig. 6e) to assess angiogenesis as well as vessel functionality. In the PDGFRβ KO mice D7 after ischemia, vessel densities, number of sprouts, vessel segments and branch points as well as vessel permeability were all increased in the gastrocnemius muscle of PDGFRβ KO mice D7 after ischemia (Fig. 6f–j), demonstrating that PDGFRβ deletion in macrophages results in formation of immature vasculature in the ischemic muscle. Consequently, blood perfusion of footpads of the affected leg was demonstrated to be further impaired in PDGFRβ KO mice D7 after HLI induction (Fig. 6k). Furthermore, assessment of the functional recovery of the limb using Tarlov scoring revealed reduced recovery of function in PDGFRβ KO mice (Fig. 6l,m), demonstrating an important role of macrophage PDGFRβ in the healing of ischemic injuries. Together, these results demonstrate that PDGFRβ expression in macrophages in ischemic muscles is essential for initiating a phenotype switch toward mural cells, which is crucial for blood flow recovery after injury.

**Fig. 6:**
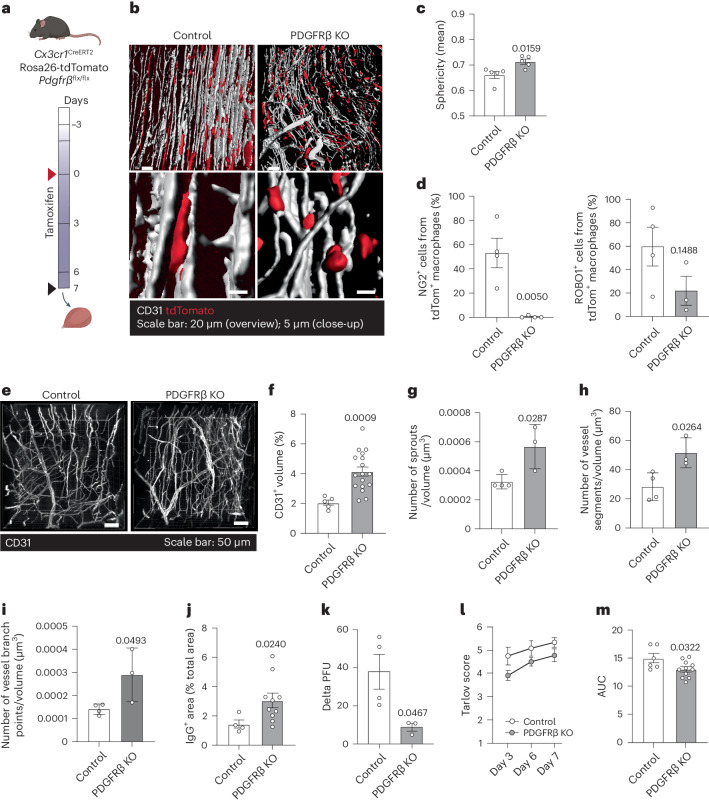
Macrophage deficiency of PDGFRβ prevents their perivascular positioning in ischemic muscles, leads to vessel leakiness and disturbs functional recovery of the ischemic leg. **a**, Experimental layout of tamoxifen-induced PDGFRβ deletion in macrophages in PDGFRβ KO mouse model (*Cx3cr1*^*CreERT2*^ *Rosa26*-tdTomato × *Pdgfrb*^*flx/flx*^). Tamoxifen treatment started 3 days before ischemia and continued throughout the experiment (blue gradient). Red arrowhead marks ischemia induction and black arrowhead in vivo imaging. Control mice are *Rosa26*-tdTomato *Pdgfrb*^*flx/flx*^ and *Pdgfrb*^*flx/flx*^ littermates. **b**, Representative overview and close-up confocal images of CX_3_CR1^+^ macrophages (tdTomato) and CD31^+^ blood vessels in ischemic gastrocnemius muscles demonstrate a marked change in macrophage morphology in mice where PDGFRβ was deleted in their CX_3_CR1-expressing cells (PDGFRβ KO, *Cx3cr1*^*CreERT2*^ *Rosa26*-tdTomato × *Pdgfrb*^*flx/flx*^) compared to the control group. **c**, The sphericity of tdTomato^+^ macrophages was increased in PDGFRβ KO (*Cx3cr1*^*CreERT2*^ *Rosa26*-tdTomato × *Pdgfrb*^*flx/flx*^) mice compared to control group (*n* = 5(Control)-5(PDGFRβ KO)). **d**, The percentage of NG2^+^ cells (left) and ROBO1^+^ cells (right) in the tdTomato^+^ macrophages was reduced in PDGFRβ KO mice (*Cx3cr1*^*CreERT2*^ *Rosa26*-tdTomato × *Pdgfrb*^*flx/flx*^) compared to control mice (*n* = 4). **e**, Representative images of CD31^+^ vasculature (white) in control and PDGFRβ KO (*Cx3cr1*^*CreERT2*^ *Rosa26*-tdTomato × *Pdgfrb*^*flx/flx*^) mice D7 after ischemia (gastrocnemius muscle whole mounts). **f**, The vessel volume quantified as percent of CD31^+^ volume was increased in PDGFRβ KO mice (*Cx3cr1*^*CreERT2*^ *Rosa26*-tdTomato × *Pdgfrb*^*flx/flx*^, *n* = 6) compared to control mice (*n* = 2). The number of sprouts (**g**), vessel segments (**h**) and vessel branch points (**i**) were increased in PDGFRβ KO mice (*Cx3cr1*^*CreERT2*^ *Rosa26*-tdTomato × *Pdgfrb*^*flx/flx*^, *n* = 4) compared to control mice (*n* = 3) 7 d after schemia. Quantification was done using the Filaments plugin in Imaris and normalized by perfused lectin volume. **j**, The vessel leakage (percentage of extravascular IgG^+^ area staining from total image area) was increased in PDGFRβ KO mice (*Cx3cr1*^*CreERT2*^ *Rosa26*-tdTomato × *Pdgfrb*^*flx/flx*^, *n* = 5) compared to control mice (*n* = 5) at D7 after ischemia. The functional recovery of the ischemic leg was reduced in PDGFRβ KO mice (*Cx3cr1*^*CreERT2*^ *Rosa26*-tdTomato × *Pdgfrb*^*flx/flx*^) compared to control mice, as demonstrated by reduced perfusion of the hindlimb assessed by laser speckle flowmetry at day 7 (**k**) and Tarlov score (**l**,**m**). Delta perfusion unit (PFU) represents the difference between PFU at 55 °C and room temperature (**k**, *n* = 4(Control)-3(PDGFRβ KO)). **m**, Area under the curve (AUC) of Tarlov score graph in **l**; *n* = 6(Control)-11(PDGFRβ KO). In **c**–**f** and **j**, each dot represents an area analyzed from tile scan image of muscle whole mounts. In **g**–**i** and **k**–**m**, each dot represents a mouse. Two-tailed unpaired Student’s *t*-test (**d**,**f**–**j**). Two-tailed Mann–Whitney *U*-test (**c**,**k**–**m**). Data are shown as average ± s.e.m.

## Discussion

Here we report that macrophages in adult ischemic tissue undergo a cellular program to morphologically, transcriptomically and functionally resemble mural cells while downgrading their macrophage identity. This phenotype switch was dependent on induced macrophage expression of PDGFRβ, and impaired macrophage-specific PDGFRβ signaling strongly compromised the recruitment of macrophages to vasculature, which consequently compromised blood vessel maturation and function at the affected site. Thus, macrophage phenotype conversion was crucial for the re-establishment of functional tissue perfusion necessary for healing and prompts exploration when developing immunotherapies to restore tissue function after ischemic insults.

Macrophages are dynamic tissue-resident immune cells with a wide arsenal of important functions in both host defense and tissue restoration after injury^27^. The local microenvironment greatly influences macrophage effector functions, resulting in the same cell exerting different tasks at different timepoints^27^. Thus, macrophages entering an infected or injured area adopt an inflammatory phenotype after activation by interferon gamma and/or PAMPs and DAMPs (pathogen-associated or danger-associated molecular patterns, respectively), facilitating clearance of bacteria and cell debris. When this acute phase is over, the inflammatory phenotype of macrophages is dampened as they shift into a restorative phenotype driven by specific cytokines (IL-4/IL-13)^28^, tissue-specific defense collagens^29^ or efferocytosis of apoptotic neutrophils^30^. In addition, the influence of metabolic factors on macrophage activation is increasingly recognized^4^. Stabilization of HIF-1α during hypoxia coordinates transcription of pro-inflammatory and glycolytic pathways in macrophages^31^. In contrast, IL-4/IL-13-activated macrophages undergo a metabolic switch by upregulating genes important for fatty acid oxidation, which occurs in parallel with a functional shift from pro-inflammatory macrophages into tissue restorative at the injured site^32^. In injured muscle from patients with myocardial infarction or peripheral arterial disease, as well as in mouse models of HLI, macrophages have been found to chaperone the vasculature and attain a mural cell morphology^11^. In the present study, we found that these perivascular macrophages expressed proteins associated with mural cell identity while reducing their expression of those associated with macrophages. Intriguingly, two studies of embryonic development identified mural cell marker expression of macrophages in skin and brain using immunohistochemistry^33,34^. Thus, Yamazaki et al.^34^ showed that F4/80^+^ embryonic myeloid progenitors contribute to the mural cell pool of the skin in mouse embryos. In addition, a capacity of CD31^+^F4/80^+^ macrophages in the central nervous system to differentiate toward NG2/PDGFRβ/desmin-expressing cerebrovascular mural cells early during development was demonstrated^33^. Importantly, these observations of embryonic tissues were based merely on immunohistochemistry and not further characterized at transcriptomic level, which precludes conclusions of potential transdifferentiation.

Cellular transdifferentiation can be studied by genetic fate mapping followed by single-cell sequencing of lineage-traced cells. Using this approach, we identified a subpopulation of lineage-traced macrophages that had initiated expression of mural cell markers while downregulating their innate immunity signature at 3 weeks after ischemia induction. The collective term ‘mural cells’ refers to pericytes and smooth muscle cells as they cannot be separated by specific and stable marker genes and have functional overlap in regard to vessel maturation and function^12,35^. A closer investigation of the gene expression profiles revealed that the subpopulation of macrophages in which various mural cell genes were progressively expressed to higher degree (for example, *Pdgfrb*, *Sema5a* and *Adamts2*) in parallel presented lower expression of characteristic macrophage markers (for example, *Ptprc*, *Cx3cr1* and *Mrc1*). Interestingly, iNOS expression was not significantly induced in the mural cell-like macrophages, indicating that the recent observation of macrophages adopting blood flow regulation in the ischemic muscle refers to another set of macrophages^11^. Furthermore, the transcriptomic shift of macrophages toward mural cells was further enhanced when unspliced transcripts were included, which was selectively high in proportion in the macrophage population expressing mural cell genes. Unspliced reads can reflect an ongoing induction of gene expression and future cell state^17^ and could, therefore, indicate that this macrophage population has not reached its final state and is further transitioning toward the mural cell phenotype. Mural cell ontogeny is known to be heterogeneous and varies depending on tissue and context^36^. The predominant view is that local proliferation of pericytes is induced after injury, as shown by upregulation of genes involved in mitotic cell division^23^. Likewise, neointimal smooth muscle cells have been shown to undergo phenotypic switching and consequent cell proliferation in response to vascular injury^37,38^. This study demonstrates that mural cell proliferation in the ischemic muscle is accompanied by a macrophage-toward-mural cell switch. This represents a previously undescribed macrophage capability, as phenotype switch and consequent transdifferentiation of macrophages into mural cells, or any other cell type, has not been reported previously in adult tissue. Considering the inherent ability of immune cells to migrate to and quickly accumulate at sites of injury, the important role of macrophages in assuming mural cell functions to promote tissue injury aligns with their characteristic behavior in response to physiological insults.

Mural cells promote vessel maturation as well as provide structural support and integrity to the vessel wall, which are crucial for vascular function. In the developmental setting, the PDGF-BB:PDGFRβ axis is central for mural cell recruitment to angiogenic vessels, and knockout mouse models for either gene present with severe mural cell deficiency and concomitant vascular dysfunction with leaky and dilated vessels that results in embryonic or perinatal lethality^13,15^. Here we show that the same signaling pathway is important to retain PDGFRβ^+^ macrophages at a perivascular location in the ischemic muscle and that depletion of macrophages during post-ischemic angiogenesis results in formation of dilated vessels with reduced mural cell coverage. Furthermore, when PDGFRβ was depleted in macrophages in the HLI model, vessel maturation was reduced, resulting in increased vascular leakiness, reduced perfusion and impaired functional recovery. This demonstrates that macrophages take on the function of mural cells after ischemic injury. As others and we have found that macrophage recruitment to angiogenic vessels occurs in a CXCL12-dependent manner^11,39^, we now propose that macrophage expression of PDGFRβ and concomitant PDGFRβ signaling is necessary for proper adhesion and organization of macrophages along the vessels, as reported for pericytes^40^. In addition, we demonstrated that macrophage-specific expression of PDGFRβ is an important regulator of vascular density and integrity in the site of ischemic injury. During tissue restoration after ischemic injury, the macrophages thereby both shift toward a mural cell profile as well as undertake several mural cell functions of importance for healing of ischemic injuries.

Peripheral vascular disease and ischemic heart disease are the most common cardiovascular disorders and develop as a result of loss of tissue function due to inadequate restoration of tissue perfusion after the ischemic events^41^. Efficient treatment strategies are still lacking, and several different approaches are currently being assessed. Local stimulation of angiogenesis to re-establish perfusion of the injured tissue has been thoroughly investigated by local upregulation of growth factors and chemokines, including VEGF, HGF and SDF-1, alone or co-delivered with, for example, PDGF-BB, but has so far showed limited clinical success as the new blood vessels are leaky and immature^42–44^. More recently, immune-based therapeutic approaches encompassing biomaterial, biologics and targeted cell and gene therapy have been explored to limit injury and stimulate regain of tissue function by modifying specific immune responses important for the endogenous repair program. Of these, in vivo-generated anti-fibrotic chimeric antigen receptor (CAR) T cells have demonstrated promising results in mouse models of cardiac injury^45,46^. Interestingly, pharmacological induction of pericyte differentiation into vascular smooth muscle cells was shown to improve arteriologenesis and functional recovery of the infarcted murine heart^47^. Whether the current findings of an endogenous macrophage-to-mural cell switch being important for the healing of ischemic injury can be therapeutically enhanced requires further explorations.

Together, our data reveal that a subpopulation of lineage-traced macrophages in the ischemic muscle initiates a gene and protein expression profile extensively overlapping with the functional characteristics of mural cells while downgrading a macrophage gene signature. This cellular switch was shown to be central for vascular maturation and function and pinpoints macrophages as a potential target for therapeutically enhancing vascular integrity and healing of ischemic injuries.

## Methods

### Experimental animals and lineage tracing experiments

All animal experiments were approved by the Uppsala Region Laboratory Animal Ethics Board (numbers C81/14 and C12740/20).

C57Bl/6J mice (C57BL/6JBomTac, Taconic Biosciences), *Cx3cr1*^CreERT2^ mice (B6.129P2©-Cx3cr1^tm2.1(cre/ERT2)Jung^/J, RRID: IMSR_JAX:020940 (refs. ^48,49^)), *Rosa26*^tdTomato^ mice (Ai14, B6.Cg-Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze^/J, RRID: IMSR_JAX:007914 (ref. ^49^)), *Pdgfrβ*^eGFP^ mice (Tg(Pdgfrb-EGFP)JN169Gsat/Mmucd, RRID: MMRRC 031796-UCD)^50^, *Cx3cr1*^GFP/+^ mice (B6.129P2(Cg)-Cx3cr1^tm1Litt^/J, RRID: IMSR_JAX:005582 (ref. ^51^)), *Pdgfrβ*^*flx/flx*^ mice, kindly provided by Christer Betsholtz (Uppsala University) and *Ng2*^dsRed^ mice (Tg(Cspg4-DsRed.T1)1Akik/J, RRID:IMSR_JAX:008241 (ref. ^52^)) were used in the present study. All animals used were males and females mixed, 7–12 weeks old. Mice were kept as a rule in groups of five per cage and two per cage after major surgery. The plastic cages had a layer of wood shavings covering the floor and contained bedding enrichment. Cages, food and water bottles were changed twice a week, and supervision was carried out daily. CreER^T2^-mediated recombination was initiated by oral gavage of 2 mg of tamoxifen (Sigma-Aldrich) in 90% of corn oil and 10% of ethanol given once every 24 h for 5 days for lineage tracing and every 12 h for 10 days to the *Pdgfrβ*^*flx/flx*^ mice.

### HLI

Mice were anesthetized (isoflurane, 2.5%, Forane, Abbott Laboratories), and the fur was removed from the left leg. HLI was induced as described previously^53^. In brief, the left femoral artery was separated from the femoral vein and nerve, followed by ligation and cutting of the femoral artery above the superficial epigastric artery branch. Postoperative pain relief was achieved with subcutaneous administration of carprofen (5 mg kg^−1^, Rimadyl Bovis vet., 014920, Zoetis). Laser speckle flowmetry was carried out on day 1 to confirm HLI. Functional recovery of limb function was scored over time based on the following Tarlov scoring system: 0: no movement; 1: barely perceptible movement, no weight bearing; 2: frequent and vigorous movement, no weight bearing; 3: supports weight, may take one or two steps; 4: walks with only mild deficit; 5: normal but slow walking; and 6: full and fast walking^54^. Healthy controls are defined as animals who have not undergone HLI induction.

### Laser speckle flowmetry

Blood flow in footpads was measured as previously described in ref. ^11^. In brief, anesthetized (spontaneous inhalation of 2.5% isoflurane, Forane, Abbott Laboratories) mice were placed in a prone position with paws resting on tubing with circulating water (laser speckle contrast analysis, 785-nm laser, 20-µm resolution, PeriCam HR PSI System, Perimed). After baseline registration, the circulating water temperature was increased, resulting in an approximately 10 °C temperature increase on the dorsal side of the footpad. Blood flow was recorded for 2 min after reaching the plateau, at 10 images per second, and analyzed in PIMSoft (Perimed).

### Pancreatic islet isolation and transplantation

Islets were isolated from donor C57Bl/6J mice using the following protocol^55^. Mice were euthanized by cervical dislocation, and, thereafter, an ice-cold Collagenase A solution from *Clostridium histolyticum* (2.5 mg ml^−1^, 10103578001, Roche Diagnostics) in HBSS (24020-091, Gibco) was injected into the pancreas via the common bile duct. The pancreas was then removed and placed in a 37 °C water bath for 18 min. After tissue digestion, islets were separated from the exocrine fraction by density gradient centrifugation (Histopaque-1077, 10771, Sigma-Aldrich, and RPMI 1640, 21875-034, Gibco) and hand-picking of intact islets as evaluated by edge clarity. The free-floating islets were incubated overnight at 37 °C in islet culture medium (RPMI 1640 medium, GlutaMAX Supplement, 61870036, Gibco) with added D-glucose (11.1 mM; G7528, Sigma-Aldrich), FBS (10%, 16000044, Gibco) and penicillin–streptomycin solution (L0022, BIO-WEST).

Immediately before transplantation, islets were fluorescently labeled with the intracellular probe CellTracker Blue CMAC (C2110, Invitrogen) according to the manufacturer’s instructions. Labeled islets were transplanted through a butterfly needle to the abdominal external oblique muscle of syngeneic *Cx3cr1*^GFP/+^ *Ng2*^dsRed^ mice anesthetized with isoflurane (2.5%, Forane, Abbott Laboratories)^2^.

### Macrophage depletion strategy

Macrophage depletion was achieved by administration of clodronate liposomes (Liposoma Research) in the tail vein (500 µg) and/or intramuscularly (125 µg). Control liposomes were given to the control group following the same protocol. Efficiency of depletion was determined by in vivo detection (intravital microscopy) of CX_3_CR1^+^ cell density at the site of islet engraftment and by flow cytometry–based quantification of macrophages (CD45^+^CD11b^+^CX_3_CR1^+^Ly6C^−^) in the gastrocnemius muscle.

### Single-cell isolation

The mice were euthanized by cervical dislocation, after which the gastrocnemius muscle or the islet graft was removed and minced into very small pieces with a scalpel. The tissue was then mechanically and enzymatically dissociated as follows. The muscle was incubated in Collagenase II (500 U ml^−1^) (17101015, Gibco) in RPMI 1640 (21875-034, Gibco) in 37 °C for 30 min during intermittent pipetting. After washing the tissue with ice-cold DPBS (14190-094, Gibco), it was incubated for a further 30 min with Collagenase IV (15 U ml^−1^) (17104019, Gibco) and dispase (2.4 U ml^−1^) (17105041, Gibco) in RPMI 1640, with intermittent pipetting. Thereafter, the tissue suspension was passed through a 23-gauge 0.6-mm needle 8–10 times and filtered through a 70-µm cell strainer.

### Flow cytometry

For flow cytometry, single-cell suspensions were subjected to debris removal (130-109-398, Miltenyi Biotec), followed by incubation with 10% FBS (16000044, Gibco) in RPMI 1640 (21875-034, Gibco) for 20 min on ice. Next, extracellular antigen fluorochrome-conjugated primary antibodies were added for 15 min on ice, with appropriate control antibodies (Extended Data Table 1). Finally, live/dead cell staining was carried out using CellTrace Calcein Violet, AM (C34858, Invitrogen) or LIVE/DEAD Fixable Violet Dead Cell Stain Kit (L34964, Invitrogen), according to the manufacturer’s instructions. Cells were analyzed using a CytoFlex S (Beckman Coulter) flow cytometer with CytExpert software (Beckman Coulter) or Cytek Northern Lights in the three-laser configuration (16V-14B-8R), and data analysis was performed using FlowJo software (BD Biosciences).

For FlowSight, single-cell suspension was stained with CellTrace Calcein Violet, AM (C34858, Invitrogen) according to the manufacturer’s instructions. A FlowSight imaging flow cytometer (EMD Millipore) was used to acquire images of the cells. Cells were gated from debris using a plot of bright-field channel area versus bright-field channel aspect ratio. Image analysis was performed in IDEAS software (EMD Millipore).

A PrimeFlow RNA assay was used to measure *Pdgfrβ* mRNA by flow cytometry in parallel with immunolabeling and was performed as previously described^56^. PDGFRβ probe (VB6-19706-PF, Thermo Fisher Scientific) was used for testing the presence of *dgfrβ* mRNA; ACTB probe (VB1-10350-PF, Thermo Fisher Scientific) was used to attest the efficiency of the procedure; and dapB (VF4-10408-PF, Thermo Fisher Scientific) was used as negative control. Single-cell suspensions of muscles were stained with surface markers for myeloid markers as well as PDGFRβ. Intracellular staining for GFP was performed with anti-GFP conjugated to FITC to combat potential loss of fluorescence during the performance of the PrimeFlow protocol.

### scRNA-seq, data processing and analysis

A total of 755 tdTomato^+^PDGFRβ^+/−^ (tdTomato^+^PDGFRβ^+^ and tdTomato^+^PDGFRβ^−^) cells and 372 tdTomato^−^PDGFRβ^+^ cells from ischemic muscles at day 21 after ischemia onset, and a total 190 tdTomato^+^PDGFRβ^+/−^ cells and 192 tdTomato^−^PDGFRβ^+^ cells from healthy muscle, were FACS sorted into Smart-seq2 plates in two batches using a BD FACSAria III cell sorter in a four-laser configuration (405 nm, 488 nm, 561 nm and 633 nm) (BD Biosciences). RNA libraries were prepared using the Smart-seq2 protocol^57^, and the two batches were sequenced with an Illumina HiSeq 2000 at the Eukaryotic Single Cell Genomics Facility at SciLifeLab, Stockholm, at two distinct timepoints. Data from healthy muscle and muscle at day 21 after ischemia were used for processing of the raw sequencing data, whereas only day 21 processed data were used for analysis of the clusters.

The raw sequencing data were converted to demultiplexed FASTQ files using deindexer (https://github.com/ws6/deindexer) based on the Nextera index adapters and the 384-well layout. An average depth of 0.6 million reads (43 bp, single end) per cell was obtained. Reads were then aligned to the mouse genome (GRCm38) using STAR version 2.7.7a (ref. ^58^), and featureCounts version 2.0.1 (ref. ^59^) was subsequently used to extract raw gene expression count matrix from the alignments.

Scanpy version 1.7.1 package^60^ was used to convert the cell by gene count matrix to AnnData object and for further analysis of the scRNA-seq data. Cell libraries were filtered out if (1) the percentages of mitochondrial and ribosomal gene families were above 10%; (2) the number of unique genes in a cell was less than 500; and (3) predicted doublet by Scrublet version 0.2.3 (ref. ^61^). In total, 1,425 cells were retained for downstream analysis. Genes detected in fewer than three cells along with mitochondrial genes were excluded from the analysis, leaving 38,178 genes in the count matrix.

The Python version of Velocyto version 0.17.17 (ref. ^17^) run_smartseq2 command was used to count unspliced transcripts from the alignments masking out expressed repeat annotation downloaded from UCSC genome browser. The resulting loom file was read, and the unspliced counts were added to AnnData object in ‘layers’ using scvelo version 0.2.4 (ref. ^62^).

Raw counts were then normalized and log transformed and were further processed for identification of highly variable genes (HVGs) using flavor ‘cell_range’^63^, and only the HVGs were used for downstream dimensionality and visualization computation. Data were then scaled to be zero centered and linear data compression using principal component analysis (PCA) from which the top 40 principal components (PCs) explaining about 70% of the variance in the dataset were chosen for downstream analysis. Graph construction was also run on the top 40 PCs using approximate *k*-nearest neighbor (KNN)^64^ search with *k* = 15. Nonlinear dimensionality reduction was run on the top 40 PCs using UMAP^65^ and embedded into two final dimensions. Because the single-cell data were obtained and sequenced at two different timepoints, we used Scanorama version 1.7 (ref. ^66^) to integrate the two datasets to correct for the introduced batch effect.

Unsupervised graph clustering was run using the Leiden method^67^ with modularity resolution parameter (res = 0.4). Macrophage cluster was further split into clusters 0, 1 and 2 using the Leiden method with res = 0.3. Cell type annotation from ref. ^68^ was used as reference, and R Seurat version 3 ‘FindTransferAnchors’ and ‘TransferData’ methods were applied for cell type prediction^69^. The marker genes used in the reference were further investigated to validate the predictions. For boundary cases where the cluster and prediction did not agree, cell type annotations were changed to follow the majority of cells in the cluster.

Differential gene expression analysis between clusters was performed using Scanpy ‘rank_genes_groups’ with Wilcoxon rank-sum test based on normalized and logarithmized raw gene expression considering all clusters together. Retrieved DEGs (*P*_adj_ ≤ 0.05) were divided into upregulated and downregulated genes, and the corresponding gene names were loaded to STRING version 11.0b (ref. ^22^) for gene set enrichment analysis. Trajectory inference analysis was performed using PAGA^70^. Pseudotemporal orderings were constructed by selecting cluster 0 cells as root. Diffusion pseudotime (DPT) was calculated for all the remaining cells relative to the root. Cellular trajectories were assembled for paths through specified clusters, with cells ordered by DPT values.

Gene unspliced ratio was calculated by dividing the unspliced counts by the sum of the unspliced counts and the spliced counts from featureCounts, which is then aggregated over cells within a given cluster, and the mean value was taken. Histograms of the mean unspliced ratios revealed a cutoff at 0.3, when taking genes with ≥0.3 mean unspliced ratio omitting lowly expressed genes in the majority of the cells in the cluster. The total number of the unspliced counts of a given cluster divided by the total sum of the unspliced and spliced counts was then calculated for the remaining genes. This score was used as the final gene unspliced ratio, and a cutoff at ≥0.8 was applied to define genes with high unspliced ratio per cluster. The list of genes with high unspliced ratio from cluster 2 was loaded to STRING version 11.0b (ref. ^22^) for gene set enrichment analysis.

### In vivo imaging

Anti-CD31 antibody tagged with Alexa Fluor 647 (102416, BioLegend) was intravenously administered to the mice via the tail vein. Thereafter, mice were anesthetized (isoflurane, 2%, Forane, Abbott Laboratories), and the left gastrocnemius muscle or abdominal external oblique muscle was exposed and mounted using the in-house developed light vacuum window system^71^ for intravital microscopic imaging (Leica SP8).

### Immunohistochemistry

For quantifying vessel perfusion, 50 μg of lectin SBA from Glycine Max (L32462, Invitrogen) was injected intravenously. After 15 min, the mouse was euthanized using cervical dislocation. The whole gastrocnemius muscle was removed and snap frozen using liquid nitrogen. Thereafter, 20-µm-thick cryosections were prepared and fixed for 10 min in ice-cold methanol and incubated for 60 min with 10% FBS (16000044, Gibco) in DPBS (14190-094, Gibco). After this, sections were stained with anti-CD31 antibody (Extended Data Table 1). For detection of tdTomato and GFP proteins, whole gastrocnemius muscles were processed as described previously^72^. In brief, dissected muscles were fixed and permeabilized for 2 h at room temperature in 2% paraformaldehyde (28908, Thermo Fisher Scientific) with 0.1% Triton X-100 (T8787, Sigma-Aldrich), followed by incubation in 15% sucrose overnight at 4 °C. The next day, the muscles were snap frozen using liquid nitrogen/2-methylbutane double-bath as described previously^73^. Thereafter, 20-µm-thick cryosections were prepared and incubated for 60 min with 10% FBS (16000044, Gibco) in DPBS (14190-094, Gibco) and stained (Extended Data Table 1). Vessel permeability was assessed in 0.5% Triton X-100 (T8787, Sigma-Aldrich) permeabilized 20-µm-thick cryosections of gastrocnemius muscles as extravascular IgG (AF568 donkey-anti-mouse IgG; Thermo Fisher Scientific, A10037). Confocal imaging was performed with an LSM700 (Zeiss) and an SP8 (Leica). Image analysis was performed using Imaris software (Oxford Instruments).

### Inclusion and ethics statement

Data are reported in conformity with Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines.

### Statistical analysis

Data are presented as mean ± s.e.m., and statistical analysis was performed using GraphPad Prism 9 (GraphPad Software). Outliers were identified using Grubb’s test (alpha = 0.05) and excluded. The Shapiro–Wilk test was used to assess normal distribution. *F*-test and Brown–Forsythe tests were used to determine equal variance when analyzing two or more groups, respectively. In case of fewer than six data points per group, a non-parametric test was used. Unpaired two-tailed Student’s *t*-test was used for comparing two normally distributed groups with equal variance. One-way ANOVA with Dunnett’s post hoc test was used for comparing data with more than two normally distributed groups. The Mann–Whitney *U*-test was used for comparing two groups with either non-normal distribution or non-equal variance. When comparing more than two groups, Kruskal–Wallis with Dunn’s multiple-comparison post hoc test was used. *P* values ≤ 0.05 were considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Reporting Summary

Supplementary Table 1.

Supplementary Table 2.

Supplementary Table 3.

## Figures and Tables

**Extended Data Fig. 1:**
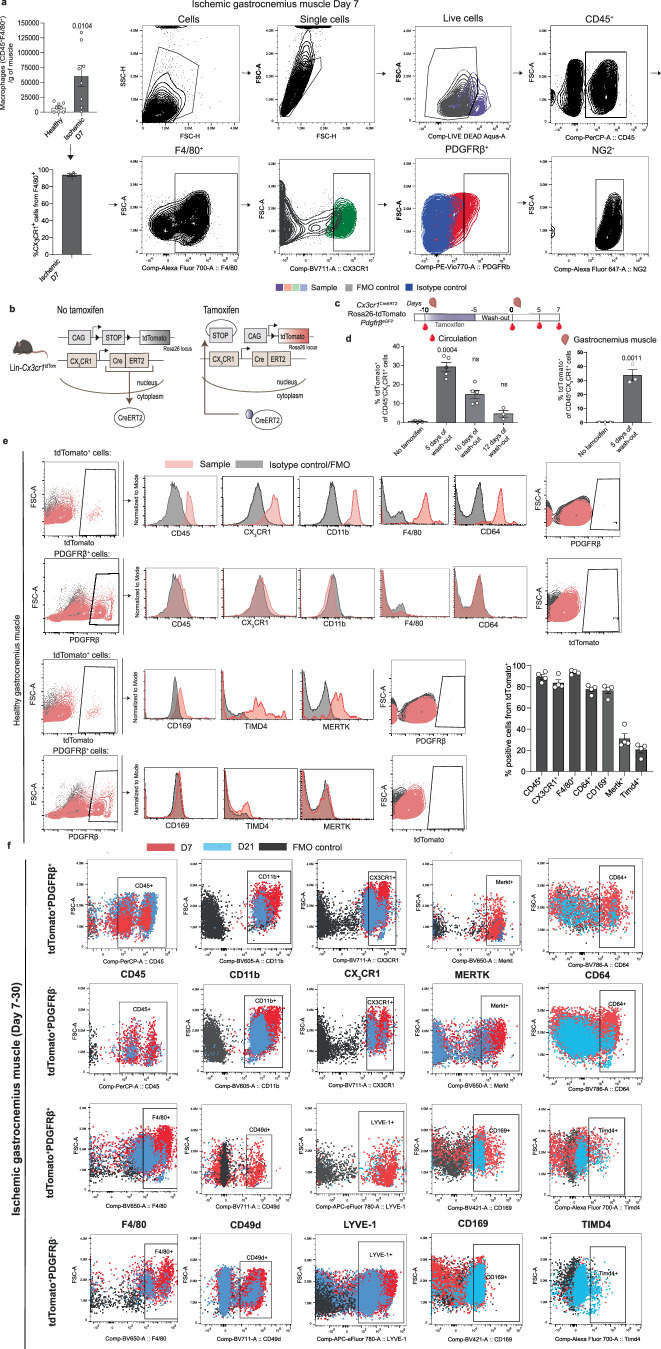
Muscle macrophages upregulate PDGFRβ upon ischemia. **a**) Number of CD45^+^ F4/80^+^ macrophages at day 7 after induction of ischemia in *Pdgfrβ*^*eGFP*^ and *Ng2*^*dsRed*^ reporter mice. Most CD45^+^ F4/80^+^ macrophages are CX_3_CR1^+^. Gating strategy on the right; n = 8. **b**) Schematic of the lineage tracing *Cx3cr1*^*CreERT2*^ *Rosa26*-TdTomato mice where tdTomato expression by macrophages is induced by tamoxifen treatment. **c**) Schematic representation of the experimental layout in the *Cx3cr1*^*CreERT2*^ *Rosa26*-tdTomato *Pdgfrβ*^*eGFP*^ lineage-traced mouse model. TdTomato expression is induced by tamoxifen treatment for 5 consecutive days and is followed by a 5-day wash-out period to remove tamoxifen from the system. **d**) Quantification of the tdTomato recombination efficiency of CD45^+^CX_3_CR1^+^ cells in blood according to the schematic in Extended Data Fig. 1c. n = 5 (Circulation)-3(Gastrocnemius muscle). **e**) Gating strategy and FMO controls of data from healthy muscle shown in Fig. 1f-h, and Extended Data Fig. 1d. In the graph, n = 4. Mann-Whitney U test (a); Kruskal-Wallis followed by Dunn’s post-hoc test, mean rank of each column was compared with the mean rank of “No tamoxifen” group (e). Data shown as average ± SEM.

**Extended Data Fig. 2:**
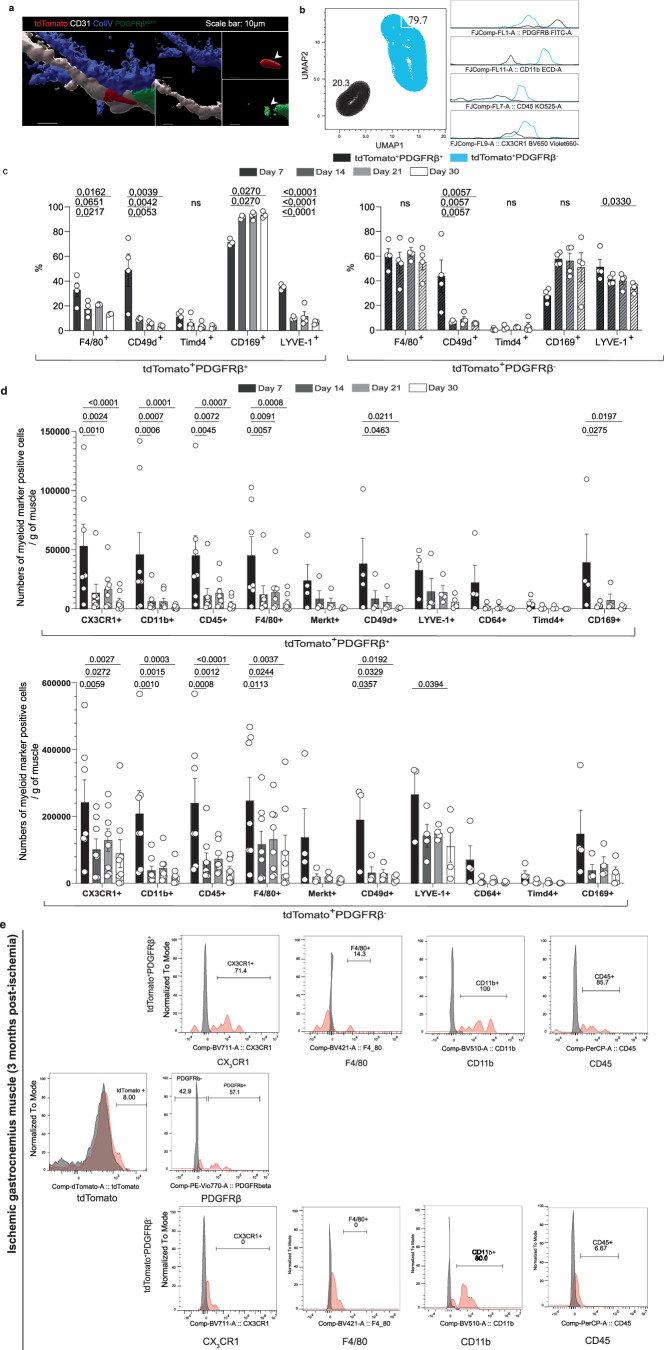
Muscle macrophages downregulate myeloid markers post-ischemia induction. **a**) Gating strategy and FMO controls of data from ischemic muscle shown in Fig. 1i and Extended Data Fig. 1J-K. **b**) Representative image of a PDGFRβ^+^ (green) tdTomato^+^ cell (red) localized between the collagen IV^+^ basement membrane (blue) and CD31^+^ vasculature (white) in the ischemic muscle of *Cx3cr1*^*CreERT2*^ *Rosa26*-tdTomato *Pdgfrβ*^*eGFP*^ lineage-traced mice. **c**) FlowJO UMAP plugin analysis reveals TdTomato^+^ lineage traced cells cluster into PDGFRβ^+^CD11b^low^CD45^low^CX_3_CR1^low^ (black) and PDGFRβ^-^CD11b^high^CD45^high^CX_3_CR1^high^ populations (blue). Cells isolated from day 21 ischemic muscle of *Cx3cr1*^*CreERT2*^ *Rosa26*-tdTomato *Pdgfrβ*^*eGFP*^ mice. **d**) Myeloid markers are reduced with time following ischemia in the tdTomato^+^PDGFRβ^+^ population (left) but not in the tdTomato^+^PDGFRβ^-^ cells (right) in the *Cx3cr1*^*CreERT2*^ *Rosa26*-tdTomato *Pdgfrβ*^*eGFP*^ lineage-traced mouse model. Graphs related to Fig. 1i. n = 4. **e**) Numbers of cells expressing myeloid markers following ischemia in the tdTomato^+^PDGFRβ^+^ population (upper) but not in the tdTomato^+^PDGFRβ^-^ cells (down) in the *Cx3cr1*^*CreERT2*^ *Rosa26*-tdTomato *Pdgfrβ*^*eGFP*^ lineage-traced mouse model. n = 4. K) Gating strategy and FMO controls of muscle from mice at 3 months post-ischemia induction. One-way ANOVA followed by Turkey test (d-e). Data shown as average ± SEM.

**Extended Data Fig. 3:**
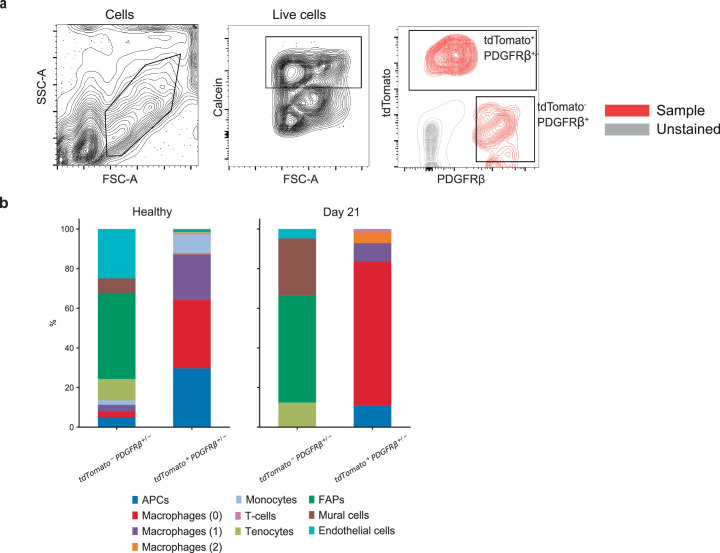
Cell populations of the healthy and ischemic muscle. **a**) Gating strategy for FACS-sorting of tdTomato^+^ PDGFRβ^+/-^ and tdTomato^−^PDGFRβ^+^ cells from healthy and ischemic muscle from *Cx3cr1*^*CreERT2*^ *Rosa26*-tdTomato *Pdgfrβ*^*eGFP*^ lineage-traced mice used for the scRNA-seq experiments. Live cells stained with Calcein. **b**) Cell type and macrophage sub-cluster percentage from the scRNA-seq data, demonstrating shifts in cell type composition between Healthy and Day 21 post-ischemia in both tdTomato^-^ PDGFRβ^+/-^ and tdTomato^+^PDGFRβ^+/-^ cells from *Cx3cr1*^*CreERT2*^ *Rosa26*-tdTomato *Pdgfrβ*^*eGFP*^ lineage-traced mice. n = 5.

**Extended Data Fig. 4:**
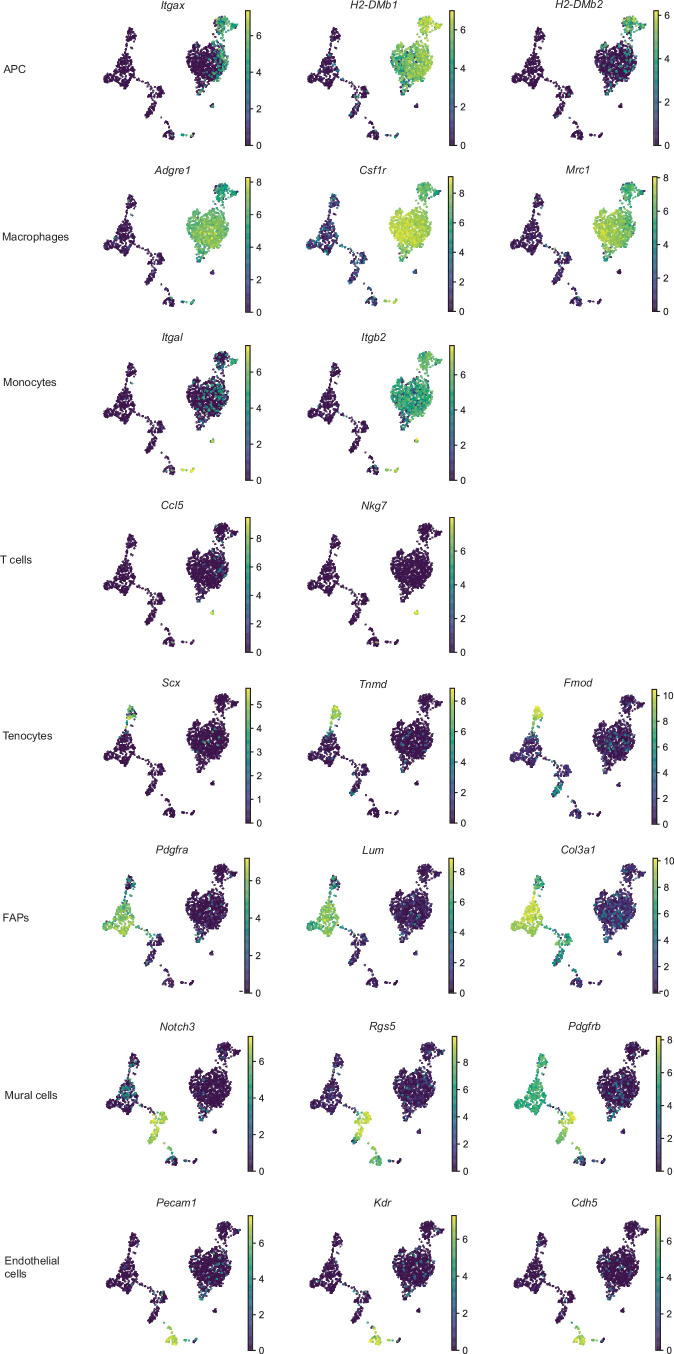
Gene expression of the different cell populations analyzed by single cell sequencing. Related to Fig. 2d, E and F, UMAP visualization of selected genes enriched in the cell type clusters identified in the scRNA-seq experiments. n = 5.

**Extended Data Fig. 5:**
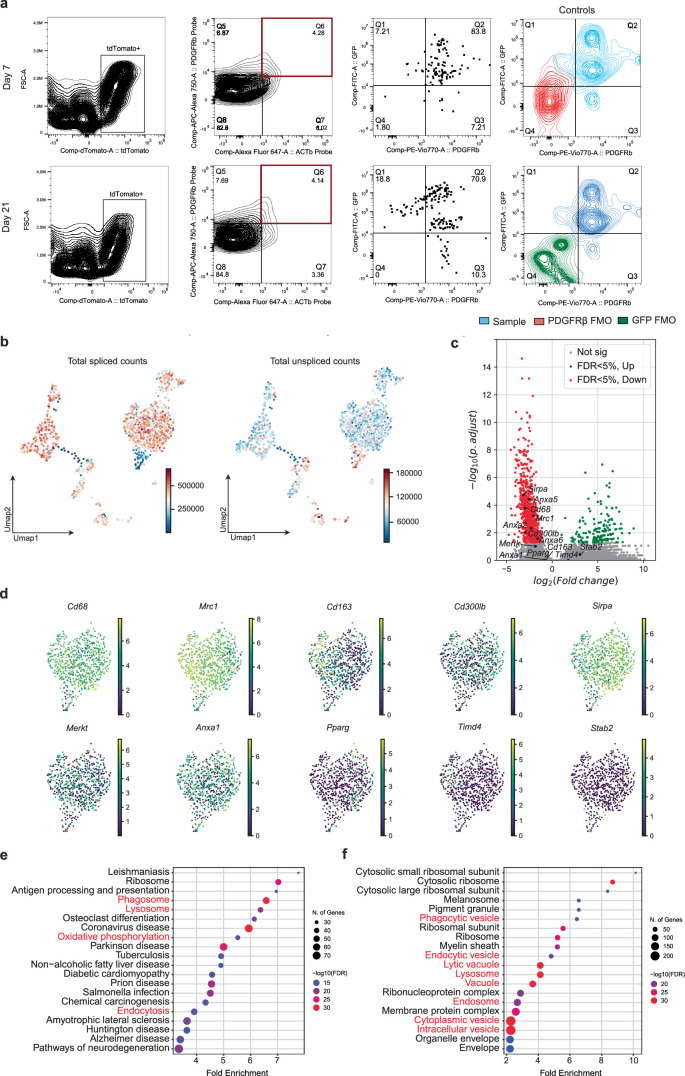
Gene expression comparisons between macrophage cluster 2 and 0. **a**) Primeflow experiment results showing the gating of tdTomato^+^ cells, followed by selection of the cells that were positive for both the *PDGFRβ*-RNA probe and for the housekeeping gene *ACTβ*-RNA probe (red square/Q6). At days 7 and 21 post-ischemia, the majority of cells expressing *PDGFRβ*-RNA are positive for PDGFRβ surface protein and GFP (Q1). **b**) Relative to Fig. 3d, UMAP embedding of scRNA-seq data colored by numbers of total spliced and unspliced counts. **c**) Volcano plot of differentially expressed genes comparing cluster 2 to 0. Each dot represents a gene, x-axis represents the log2 fold change of gene expression in comparison, y-axis represents the -log10-transformed adjusted p-values. Genes with False Discovery Rate (FDR) adjusted p-value < 5% were considered to be significant, with genes with higher and lower expression marked green and red, respectively. Non-significant genes in grey. Phagocytosis-associated transcripts are highlighted. **d**) UMAP visualization of selected phagocytosis-associated transcripts in the macrophage cluster. **e**) Top 20 significant KEGG and **f**) Cellular Component GO terms enriched in the transcripts with significantly lower expression in cluster 2 compared to cluster 0. Phagocytosis-associated pathways are marked in red. n = 5.

**Extended Data Fig. 6:**
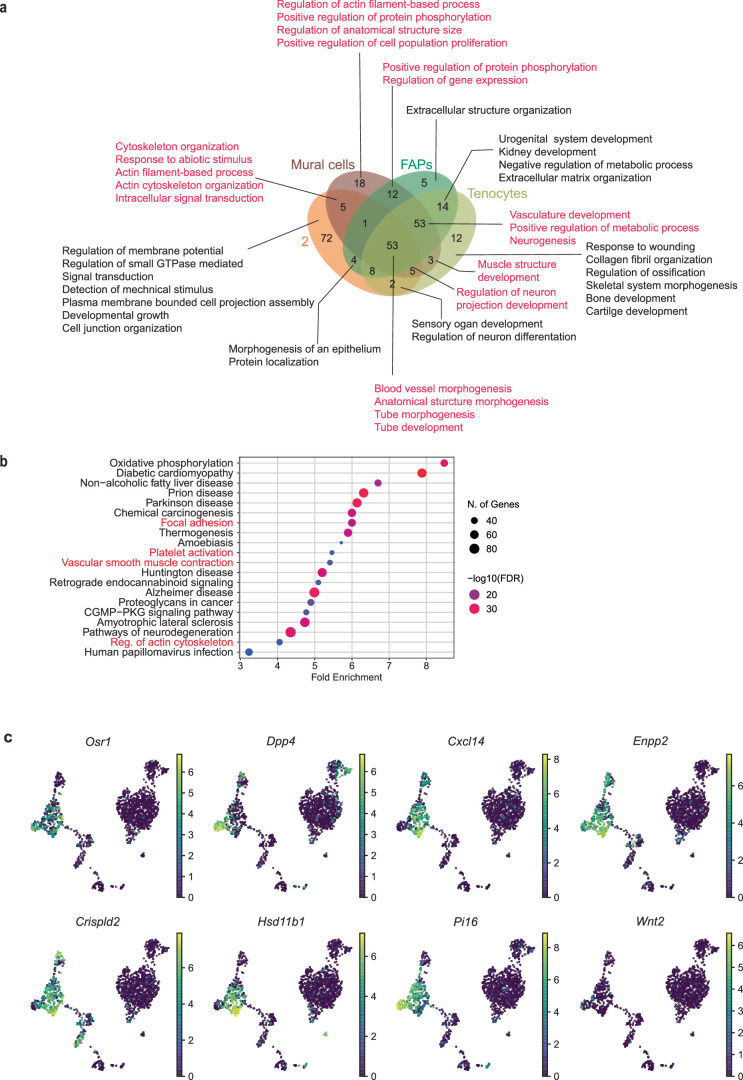
Gene expression comparisons between macrophage cluster 2, tenocytes, FAPs and mural cells. **a**) Venn Diagram of Top 150 GO terms enriched in clusters 2, tenocytes, FAPs and mural cells when comparing to cluster 0, with a selection of pathways shown. Pathways identified as enriched in mural cell cluster are marked red. **b**) Top 20 significant KEGG enriched in the transcripts with significantly lower expression in cluster 2 compared to cluster 8. Pathways associated with mural cell function are marked in red. **c**) UMAP plots with color-coded expression of the genes characteristic of FAPs as described by Oprescu et al., 2020. n = 5.

**Extended Data Fig. 7:**
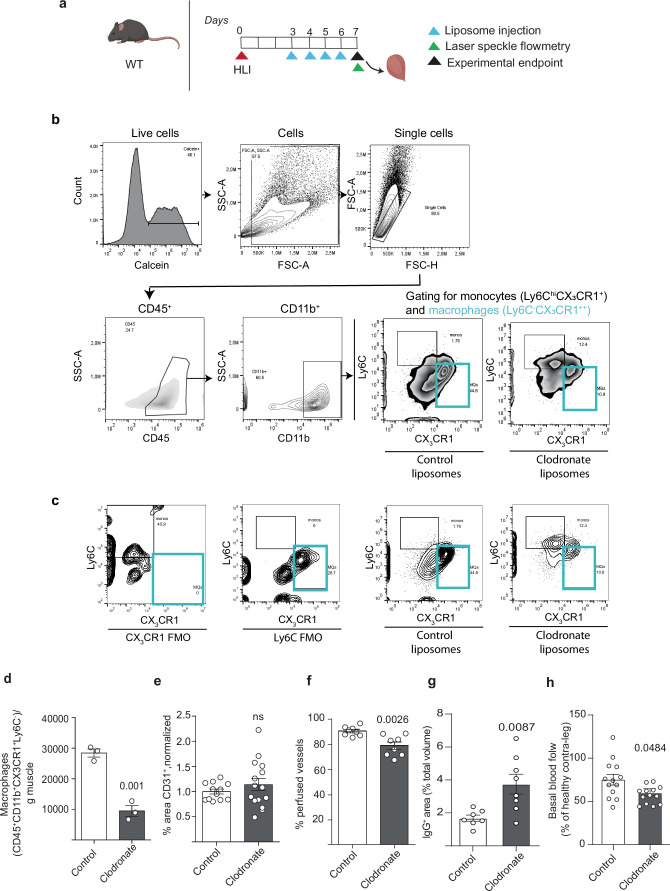
Macrophages in the ischemic muscle adopt mural cell functions. **a**) Schematic representation of the experimental layout. **b**) Gating strategy for macrophages in macrophage depletion experiments in C57Bl/6 J mice. **c**) FMO controls for Ly6C and CX_3_CR1 flow cytometry staining (related to Extended Data Fig. 6b). **d**) The numbers of CD45^+^CD11b^+^CX3Cr1^+^Ly6C^−^ macrophages were reduced in the clodronate liposome treated ischemic muscles from C57Bl/6 J mice, where number of macrophages were normalized by gram of muscle. **e**) The CD31 positive area was unaffected in clodronate liposome treated ischemic muscles from C57Bl/6 J mice, expressed as percentage to average of control liposomes treated group. **f**) The percentage of perfused vessels were reduced in clodronate liposome treated ischemic muscles from C57Bl/6 J mice, quantified as double stained with lectin administered *in vivo* and CD31 stained *ex vivo* and expressed as percentage of CD31^+^ vessels. **g**) Vessel leakage was increased in clodronate liposome treated ischemic muscles from C57Bl/6 J mice, measured as extravascular IgG staining and shown as percentage of the total image volume. **h**) Basal perfusion was reduced in ischemic muscles of clodronate liposome treated C57Bl/6 J mice, measured as percentage of basal perfusion of the healthy contra-leg in the same mouse. All the analysis performed here are from Day 7 post-ischemia muscles; n = 3. Two^−^tailed unpaired student’s t-test (d, f-h) and two^−^tailed Mann-Whitney U test (e). Data shown as average ± SEM.

**Extended Data Fig. 8:**
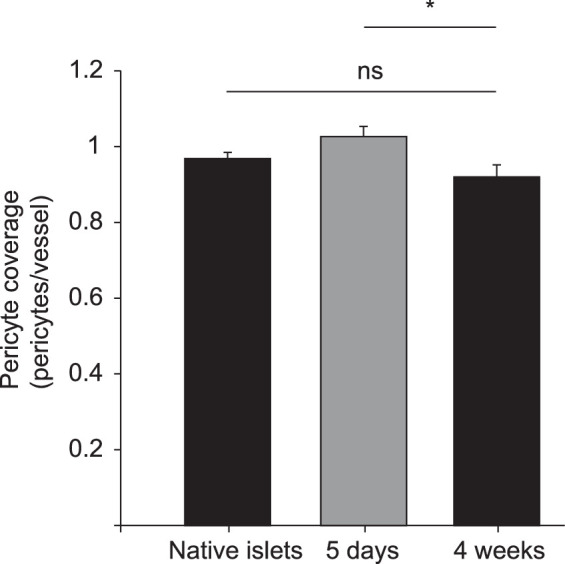
Mural cells are recruited to the newly formed vascultaure of transplanted islet. Mural cells are recruited to the transplanted islet early in the revascularization process. There is no difference between the degree of mural cell coverage (mural cells/vessels) in islets in the healthy pancreas (n = 6) or islets that have engrafted in mouse muscle for 4 weeks (n = 4). At 5 days post-transplantation (n = 6), the number of mural cells over vessels exceed the amount 4 weeks later. One-Way ANOVA followed by Bonferroni’s post-hoc test. Data shown as average ± SEM.

**Extended Data Fig. 9:**
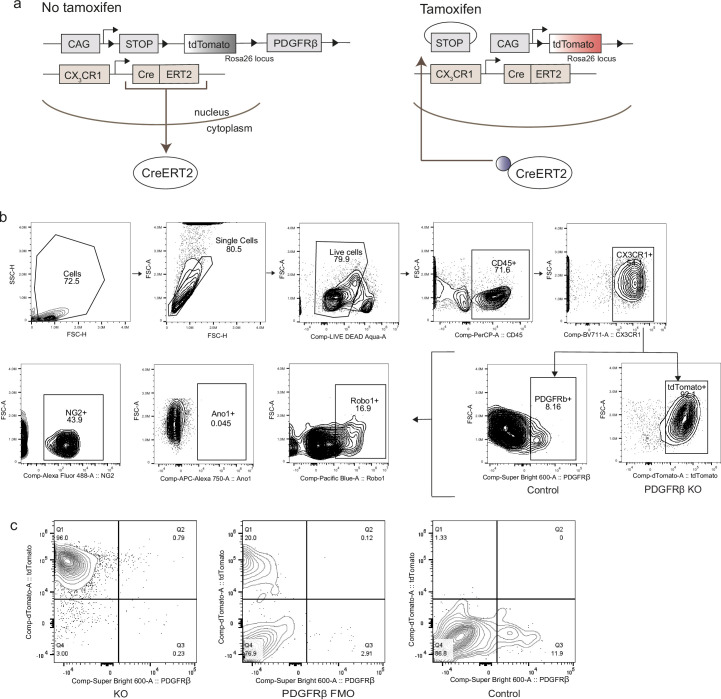
Experimental model of macrophage-specific PDGFRβ depletion. **a**) Schematic representation of the CX_3_CR1^+^ cell specific in PDGFRβ KO mouse model (*Cx3cr1*^CreERT2^ *Rosa26*-tdTomato x *Pdgfrb*^flx/flx^) where heritable labelling by tdTomato and deletion of PDGFRβ in CX_3_CR1-expressing macrophages is induced by tamoxifen treatment. **b**) Gating strategy for macrophages in PDGFRβ macrophage depletion experiments in PDGFRβ KO mouse model (*Cx3cr1*^CreERT2^ *Rosa26*-tdTomato x *Pdgfrb*^flx/flx^, related to Fig. 7d). **c**) Recombinant efficiency of the PDGFRβ KO mouse model (*Cx3cr1*^CreERT2^ *Rosa26*-tdTomato x *Pdgfrb*^flx/flx^) showing PDGFRβ expression in tdTomato^+^ cells. Experimental layout according to the schematic in Fig. 7a.

## Data Availability

Single-cell RNA sequencing raw and processed data are deposited in the Gene Expression Omnibus under accession number GSE211550. All other data that support the findings of this study are available at https://figshare.com/s/fac0a9b0287499cb52c2.

## Extended data

**Extended Data Table 1:** Flow cytometry and immunofluorescence staining antibodies

Antigen	Primary antibody	Concentration	Isotype control	Secondary antibody (if applicable)	Experiment
**CD45**	103137 (Clone 30-F11, BioLegend)	1 ng µl^−1^	400646 (Clone RTK4530, BioLegend)	NA	Flow cytometry
**CX**_**3**_ **CR1**	149033 (Clone SA011F11, BioLegend)	1 ng µl^−1^	400266 (Clone MOPC-173, BioLegend)	NA	Flow cytometry
**CX**_**3**_ **CR1**	149031 (Clone SA011F11, BioLegend)	1 ng µl^−1^	NA	NA	Flow cytometry
**CX**_**3**_ **CR1**	149029 (Clone SA011F11, BioLegend)	1 ng µl^−1^	NA	NA	Flow cytometry
**CD11b**	562287 (Clone M1/70, BD)	1 ng µl^−1^	562308 (Clone A95-1, BD)	NA	Flow cytometry
**CD11b**	101245 (Clone M1/70, BioLegend)	1 ng µl^−1^	NA	NA	Flow cytometry
**CD11b**	563015 (Clone M1/70, BD)	1 ng µl^−1^	NA	NA	Flow cytometry
**Ly6C**	560596 (Clone AL-21, BD)	0.4 ng µl^−1^	560571 (Clone R4-22, BD)	NA	Flow cytometry
**Ly6C**	755204 (Clone HK1.4, BD)	1 ng µl−1	NA	NA	Flow cytometry
**Collagen IV**	ab6586 (Abcam)	10 µg ml^−1^	ab172730 (Clone EPR25A, Abcam)	A31573 (Invitrogen)	IHF
**CD31**	16-0311-85 (Clone 390, Invitrogen)	10 µg ml^−1^	ab18450 (Clone RTK2758, Abcam)	A21247 (Invitrogen)	IHF
**GFP**	600-402-215 (Rockland)	10 µg ml^−1^	NA	NA	IHF
**PDGFRβ**	14-1402-82 (Clone APB5, Invitrogen)	5 µg ml^−1^	NA	712-165-150 (Jackson ImmunoResearch)	IHF
**PDGFRβ**	130-105-323 (Clone REA363, Miltenyi Biotec)	7.5 µg ml^−1^	NA	NA	Flow cytometry
**PDGFRβ**	63-1402-82 (Clone APB5, eBioscience)	1 ng µl^−1^	NA	NA	Flow cytometry
**F4/80**	123137 (Clone BM8, BioLegend)	1 ng µl^−1^	NA	NA	Flow cytometry
**F4/80**	743282 (Clone T45-2342, BD)	1 ng µl^−1^	NA	NA	Flow cytometry
**MERTK**	747893 (Clone 108928, BD)	1 ng µl^−1^	NA	NA	Flow cytometry
**CD64**	741024 (Clone X54-5/7.1, BD)	1 ng µl^−1^	NA	NA	Flow cytometry
**CD49d**	740661 (Clone R1-2, BD)	1 ng µl^−1^	NA	NA	Flow cytometry
**LYVE-1**	14-0443-82 (Clone ALY7, Invitrogen)	1 ng µl^−1^	NA	Conjugated with A20189 (Invitrogen)	Flow cytometry
**CD169**	566604 (Clone 3D6, BD)	1 ng µl^−1^	NA	NA	Flow cytometry
**Timd4**	752025 (Clone RMT4-54, BD)	1 ng µl^−1^	NA	NA	Flow cytometry
**Robo1**	ab274385 (Clone EPR23699-159, Abcam)	1 ng µl^−1^	NA	Conjugated with P30013 (Invitrogen)	Flow cytometry
**Ano1**	ab64085 (Clone SP31, Abcam)	1 ng µl^−1^	NA	Conjugated with A20189 (Invitrogen)	Flow cytometry
**NG2**	ab306569 (Clone EPR23752-147, Abcam)	1 ng µl^−1^	NA	NA	Flow cytometry
**NG2**	ab307168 (Clone EPR23752-147, Abcam)	1 ng µl^−1^	NA	NA	Flow cytometry

## Code availability

Single-cell RNA sequencing data processing and analysis were compiled into a Python notebook and are available at a personal GitHub deposit (https://github.com/feifei/macro_smartseq2).

# Supplementary material for: Macrophages upregulate mural cell-like markers and support healing of ischemic injury by adopting functions important for vascular support
**Source:** Nat Cardiovasc Res. 2024 Jun 6;3(6):685–700. doi: 10.1038/s44161-024-00478-0
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☒	☐ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	PeriCam HR PSI System with PIMSoft software (Perimed)<br>CytoFlex S flow cytometer with CytExpert software (Beckman Coulter)<br>Cytek® Northern Lights™ with SpectroFlo® software (Cytek)<br>FlowSight imaging flow cytometer (EMD Millipore)<br>Leica SP8 with LasX software (Leica Microsystems)<br>LSM700 with ZEN microscopy software (Zeiss)<br>BD FACSAria III Cell Sorter with BD FACSDiva software (BD Biosciences)
Data analysis	FlowJo software (BD) for flow cytometry<br>Imaris software (Oxford Instruments) for in vivo imaging and immunohistochemistry<br>Jupyter Notebook (Project Jupyter) for Single-cell RNA-seq data processing and analysis<br>Microsoft Excel (Microsoft Office, Microsoft Corporation) and GraphPad Prism (GraphPad Software) for statistical analysis and graph production.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

scRNA-seq raw and processed data are deposited at GEO under accession number GSE211550.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

NA

Reporting on race, ethnicity, or other socially relevant groupings

NA

Population characteristics

NA

Recruitment

NA

Ethics oversight

NA

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample sizes were chosen in accordance to test experiments and previous experiments directed in the lab (Christofferson et al., 2010, 2012; Vågesjö et al. 2021). This previous knowledge allowed us to estimate how large could be the difference between the experimental groups and how much was the variability of the samples in the various experiments. Then, we choose sample sizes that allowed us to test our hypothesis but minimizing the number of animals according to ethical protocols and guidance.

Data exclusions

Outlier were identified using Grubb's test ($\alpha=0.05$) and excluded only with the co-existent knowledge of sampling problems (eg. animal sickness) or measurement errors.

Replication

In average, experiments were replicated independently for 3 times, with a minimum of 2 (scRNA sequencing) and a maximum of 4 times.

Randomization

Animals were allocated to each group in order to guarantee similar gender and age distribution between experimental groups.

Blinding

Blinding was used when performing Laser Spekle flowmetry and assessment of functional recovery of hindlimb. For experiment of in vivo imaging. Flow cytometry and immunohistochemistry, complete blinding was not possible due to the use of already labelled cells in certain samples. In all experiments, we processed sample and acquired data committing ourself to use unbiased methods even when blinding was not possible.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	All antibodies used are described in Extended Data Table 1.
Validation	All antibody used in this study were tested for the intended methods by the production company. Table 1 in the manuscript has the complete list of antibodies with catalog number and manufacture to read about the tests conducted by the company. In addition, we tested each antibody for dilution and specificity in each of our applications and samples. Antibody concentration were determined based on manufacturers instructions and by titration in each specific sample type in our laboratory. Specificity of staining was determined by comparison with isotype controls (as shown in Fig. 1, 5 and 6, as well as the Extended Data Fig. 1, 2, 5, 7 and 9 when gating strategies are clarified) and using only secondary antibody samples in immunohistochemistry.

Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	C57BL/6J mice (C57BL/6JBomTac, Taconic Biosciences, Bomholt Denmark), Cx3cr1CreERT2 (B6.129P2 ⁰ -Cx3cr1tm2.1(cre/ERT2)Jung/J, RRID:IMSR_JAX:020940, Yona et al., 2013), Rosa26tdTomato mice (Ai14, B6.Cg-Gt(ROSA)26Sortm14(CAG-tdTomato)Hze/J, RRID:IMSR_JAX:007914, Madisen et al. 2010), Pdgfr β eGFP mice (Tg(Pdgfrb-EGFP)JN169Gsat/Mmucd, RRID:MMRRC 031796-UCD, Gong et al., 2003), Cx3cr1GFP/+ mice (B6.129P2(Cg)-Cx3cr1tm1Litt/J, RRID:IMSR_JAX:005582, Jung et al., 2000), Pdgfr β flx/flx, kindly provided by Professor Betsholtz (Uppsala, Sweden) and Ng2dsRed mice (Tg(Cspg4-DsRed.T1)1Akik/J, RRID:IMSR_JAX:008241, Zhu et al., 2008) were used in the current study. All animals used were males and females mixed, from 6 to 15 weeks old. Mice were kept as a rule in groups of 5 per cage, and 2 per cage after major surgery. The plastic cages had a layer of wood shavings covering the floor and contained bedding enrichment. Cages, food, and water bottles were changed twice a week, and supervision was carried out daily.
Wild animals	The study did not involve wild animals.
Reporting on sex	Both male and female mice were included in the study and selected to assure similar distribution between experimental groups.
Field-collected samples	The study did not involve samples collected in the field.
Ethics oversight	All experiments were approved by the Uppsala Region Laboratory Animal Ethics Board (numbers C81/14 and C12740/20).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks	NA
Novel plant genotypes	NA
Authentication	NA

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

The mice were euthanized by cervical dislocation, after which the gastrocnemius muscle or the islet graft was removed and minced into very small pieces with a scalpel. The tissue was then mechanically and enzymatically dissociated as follows: the muscle was incubated in collagenase II (500 U/ml) (#17101015; Gibco) in RPMI1640 in 37°C for 30 minutes during intermittent pipetting. After washing the tissue with ice-cold DPBS, it was incubated for further 30 minutes with collagenase IV (15 U/ml) (#17104019; Gibco) and dispase (2.4 U/ml) (#17105041; Gibco) in RPMI1640, with intermittent pipetting. Thereafter, the tissue suspension was passed through a 23G 0.6 mm needle 8-10 times and filtered through a 70 µm cell strainer. For flow cytometry, single-cell suspensions were subjected to debris removal (#130-109-398; Miltenyi Biotec), followed by incubation with 10% FBS in RPMI-1640 for 20 minutes on ice. Next, extracellular antigen fluorochrome-conjugated primary antibodies were added for 15 minutes on ice, with appropriate control antibodies (Table 1). Last, live/dead cell staining was carried out using CellTrace Calcein Violet, AM (C34858; Invitrogen) or LIVE/DEAD Fixable Violet Dead Cell Stain Kit (L34964; Invitrogen), according to manufacturer's instructions.

Instrument

Cells were analyzed using CytoFlex S (Beckman Coulter) flow cytometer with CytExpert software (Beckman Coulter) or Cytek® Northern Lights™ in the 3 laser configuration (16V-14B-8R).

Software

Data analysis was performed using FlowJo software (BD).

Cell population abundance

10.3±1.4 and 13.0±1.5% of macrophages in ischemic muscles express PDGFRβ at 7 and 21 days after HLI.

Gating strategy

Macrophages are gated as singlets/Live cells/CD45+/F4/80+/CX3CR1+, with population of interest (mural cell-like macrophages) also being PDGFRβ+. Additionally, in lineage tracing experiments, mural cell-like macrophages are gated as singlets/Live cells/tdTomato+/eGFP+. Gating strategies are represented in Fig.1E, Fig. 5D, Extended Data Fig.1A, Extended Data Fig.6C, and Extended Data Fig.8B.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

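Single cells of the gastrocnemius muscle of lineage-traced mice were sequenced by Smart-seq2, from healthy muscle and at 21 days after ischemia induction. Cells were sorted by the tdTomato lineage label and the GFP reporter of *Pdgfrb*. The authors aligned the reads to GRCm38 with STAR 2.7.7a, counted them per gene with featureCounts 2.0.1 and analysed the cells with Scanpy 1.7.1. The deposited counts are whole numbers per gene and cell, without molecular identifiers and without normalization. A deposited annotation gives each cell's plate, sex, sorting gate, cluster and cell type, its spliced and unspliced counts per cell by the authors, its percent of counts in mitochondrial genes and its pseudotime, a score from the authors. The authors made the deposited unspliced fraction of each cell by dividing its unspliced counts, from Velocyto, by its spliced plus unspliced counts. The labels of 1,509 of 1,509 wells were checked and were alike in both sources. In the count table, 120 rows repeat a gene symbol and 0 rows name no gene. Of the genes, 37,680 had a count in at least 3 annotated cells. The 1,425 cells that the authors annotated were used, and the 84 other wells and the 37 mitochondrial genes were left out of the tests. Gene positions were taken from an annotation of GRCm38, the authors' build.

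Depth per annotated cell had a median of 406,335 counts, from 3,927 to 679,474. The summed counts of a day 21 pool were 70,187,530, 65,437,238 and 71,860,546 in cluster 0, 925,947, 1,592,776 and 1,259,671 in cluster 2 and 10,010,974, 8,833,922 and 13,016,048 in mural cells, in the order male, first female and second female pool. A gene without a count was set against a floor of 3 counts over the group, 0.739 CPM in cluster 2, 0.0181 in cluster 0 and 0.0784 in mural cells.

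Cells are not independent samples, so the counts of each cluster were summed by pool, with at least 5 cells per sum. The day 21 sums of clusters 0 and 2 and mural cells were fitted together with edgeR 4.0.16 (filterByExpr with a minimum count of 10, TMM, quasi-likelihood test). Cluster 1, FAPs, tenocytes and endothelial cells were each compared with cluster 0 the same way, and the macrophages of day 21 with those of healthy muscle. The threshold was a Benjamini-Hochberg adjusted p of 0.05. Levels of cell type markers are CPM of the sums without TMM. The pools pair the clusters, since the clusters of a pool share its plate and sex, while the animals are not known. Across genes, the deviations of clusters in the same pool had correlations from 0.0105 to 0.0603, and the pool as a block was run as an alternative.

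Before the data were examined, 35 gene lists were fixed, of which 32 had at least 3 genes tested between clusters 2 and 0. They were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and with an estimated correlation. Genes to be named were chosen by a rule set at the same time. It takes every gene that the paper names in its text or in Figs. 2e,f and 3a,b,f and Extended Data Figs. 5c,d and 6c, the 10 largest rises and the 10 largest falls of each comparison among genes past the threshold that moved the same way in every pool, and up to 4 members per list past the threshold. Values in Supplementary Tables 1 and 2 had been seen when the rule was written, and the lists of genes named by the paper draw on its results from the same cells. Other list members are given as values.

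Shares of clusters, unspliced shares, depth and genes detected were computed per pool and compared by exact permutation tests with scipy 1.17.1. Pseudotime was computed with scanpy 1.11.5 from 40 principal components and 15 neighbors. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9 and R 4.3.3 were used.

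Alternatives set before the data were examined were DESeq2 1.42.0, RLE size factors, no filter on low counts, the pool as a block, each pool left out in turn, at least 10 cells per sum, a Wilcoxon test over cells, a fold change of at least 2, cells thinned to the depths of cluster 2, only cells with at least 50,000 counts, only the 2 groups compared, fry in place of camera, and other settings of the pseudotime (30 neighbors, 20 principal components, cells thinned to 20,000 counts, cluster 1 included). Leaving out 2 cells rich in mast cell genes, keeping mitochondrial genes, taking in row L and leaving out row H of the healthy plate, and leaving cluster 2 out of the list tests of day 21 against healthy macrophages were added after seeing the data.

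The tests were tried on simulated data with 100 genes changed each way. Between clusters 2 and 0, edgeR recovered 0 rises and 2 falls of 8-fold with 0 false calls, and 39 rises and 25 falls of 32-fold with 4. DESeq2 recovered 24 and 22 of 8-fold with 66 false calls, and 63 and 55 of 32-fold with 83. The Wilcoxon test over 60 and 200 cells recovered 61 and 61 genes of 8-fold with 2 other calls, and 82 and 97 of 32-fold with 289. Camera called a planted list and 0 of 34 random lists. Genes were drawn independently there, so this says nothing of false calls for lists of correlated genes.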

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

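The tests of reads spread over the genome, of gains per kilobase, of the plate rows, of mast cell genes and of other splits of the samples were chosen after the results were seen, while those of mural RNA, depth and mural gene expression were set before.

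Cluster 2 held signals of genes that the paper does not discuss and that stood above cluster 0. Levels in this paragraph are CPM without TMM. Chemosensory receptor genes, which encode receptors of the nose, reached 5256 CPM in cluster 2 against 102 ± 45.4 in cluster 0 (SD, n = 3 pools). Long neuronal genes reached 421 CPM against 7.82 ± 1.55, and 16 of 19 were higher when adjusted over the list alone (median log2 fold change 5.47, adjusted p = 3.57e-11 from limma's camera, and adjusted p = 0.0946 with an estimated correlation). Long genes of axonemal dyneins and cilia reached 577 CPM against 52.5 ± 12.0, with 14 of 20 higher over the list alone (5.13, adjusted p = 1.63e-09 from camera, and adjusted p = 0.0886 with an estimated correlation). Long genes of liver, kidney and gut reached 217 CPM against 5.06 ± 2.88, with 7 of 8 higher over the list alone (5.32, adjusted p = 7.42e-07 from camera, and adjusted p = 0.0946 with an estimated correlation). Lists of short transcripts from the same tissues had few measured genes. The 3 short neuronal genes had a median of 6.42 (adjusted p = 0.0146 from camera, and adjusted p = 0.148 with an estimated correlation), the 5 short cilia genes one of −0.10 with camera's direction up (adjusted p = 0.465) and the 3 short liver genes one of −1.78 (adjusted p = 0.485). *Gm10800*, a predicted gene on chromosome 2, reached 36062 CPM in cluster 2 (SD 18362, n = 3 pools) against 453 in cluster 0, and rose by 5.91 on the log2 scale (SE 0.67, adjusted p = 0.00557 from edgeR's quasi-likelihood test). Mural cells held 588 CPM of it. *Gm10801*, *Gm10717*, *Gm10722* and *Gm21738*, looked at with it as possible repeat loci, stood at 8,363, 2,168, 508 and 1,562 CPM in cluster 2. In cluster 0 they stood at 105, 28.4, 7.34 and 18.8 CPM, and in mural cells at 124, 34.6, 6.98 and 24.4. Whether these reads come from repeats was not tested.

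For the mural genes that rose in cluster 2, if reads were spread over the genome or over unspliced RNA in wells with little spliced RNA, genes of receptors of the nose would also rise. Their share of counts was at least 44.0 times that of cluster 0 in every pool (54.0 in the male pool and 52.7 in the first female pool). It was above that of mural cells, which held 1,220 to 1,781 unscaled CPM of them, or 101 to 305 without *Olfr558* and *Olfr78*. That rise prompted the explanation, so it is no separate test of it. Of 1,522 receptors, 372, 694 and 527 had a count in cluster 2 in the male, first female and second female pools. Over single cells of cluster 2, the receptors' share of counts and the unspliced share had Spearman rho −0.0182 in the male pool (10 cells). It was 0.860 in the first female pool (22 cells) and 0.929 in the second (8 cells, the 2 rich in mast cell genes among them). Per kilobase, the median receptor gained 0 CPM over cluster 0 in each pool. RNA from mural cells in these wells would bring abundant mural transcripts at the same fraction of their mural level as the genes the paper names. The 3 lists of mural genes stood at no more than 0.221 of the named genes' fraction in any pool. The paper highlighted some named genes as high in cluster 2 in the same cells, which alone raises their fraction, so this cannot decide. As for lower depth, 88.2% of the higher genes were still called after thinning, which argues against it. Macrophages taking on mural gene expression could not be told apart from spread reads. The highest median of the 3 mural lists, 2.58 for contractile genes, lay under the bound, the highest of the lists of other tissues (6.42, short neuronal genes). That bound rests on the 3 of 10 short neuronal genes that passed the filter on low counts, and all 10 had a median of 3.40. A fold change also follows transcript length and the level in cluster 0, which makes the bound a poor one. Over all members with a length, medians were 3,333 exon bases and 0.616 CPM for contractile genes, 2,050 and 0.0431 for short neuronal genes, and 14,552 and 0.620 for long cilia genes. Per kilobase, contractile and basement membrane genes gained 2.62 and 2.54 CPM in the first female pool, above each list of other tissues (at most 2.01), while these 2 lists in the other pools, and pericyte markers in all 3, gained less than the highest list of other tissues (1.63 in the male and 0.879 in the second female pool). Cluster 2 counts were also set against the counts per kilobase of all genes of other tissues together. Of the 1,562 genes behind this rate, 1,482 were chemosensory receptors. Over the 3 pools the rate was 4.89 counts per kilobase, and 10.9 without the receptors, a rate against which every ratio given here would be lower. The median ratio was 2.05 for contractile, 1.63 for basement membrane and 0.933 for pericyte genes. Single genes of other tissues had a median of 0.222, or 1.18 without chemosensory receptors. The lists and pools differ, so spread reads, mural RNA and mural gene expression all stay open.

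In the second female pool, 2 of the 8 cells of cluster 2 stood apart from all other day 21 cells, with 16.5% and 15.1% of their counts in 9 mast cell genes. Mast cells called cluster 2 would lack macrophage transcripts, and 6 macrophage genes summed to 4.77 CPM in the higher of these 2 cells against a median of 10,791 in the 38 other cells of cluster 2, so these cells may be mast cells. Macrophages of cluster 2 that also expressed mast cell genes would keep these transcripts, and the 2 cells held at most 0.0442% of that median, which argues against it. Both came from tdTomato+ gates, which select for the lineage label, and how mast cells would pass that sort was not tested. No biological difference of the design was tested for these 2 cells.

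On the healthy plate, immune cells labelled tdTomato- lay in row L alone. Macrophages without recombination would be spread over the tdTomato- gate, but 0 immune cells were found among the 153 annotated tdTomato- cells of the other healthy rows, which allows a share of up to 1.96% and argues against it. A mislabelled sample, with rows of the plate shifted against their labels, would leave other rows out of place. Row H, labelled male, held 9 wells with both *Xist* and Y-linked counts and 15 with both immune and collagen genes. Row P held 0 annotated cells in 22 wells, so a shift of rows may account for row L. These wells were sorted as GFP+, so that limit covers immune cells within this gate and does not measure how complete recombination was. Incomplete recombination itself stays open.

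For the genes called, 3 pools against 3 give 10 splits, too few for a share under 0.05, and the real split is the 1 with the most calls in each comparison. Between clusters 2 and 0 it called 239 genes and every other split 0. Mural cells against cluster 0 gave 2554 and at most 0, cluster 2 against mural cells 3133 and 0, cluster 1 against cluster 0 3 and 0, FAPs against cluster 0 5751 and 0, and tenocytes against cluster 0 4354 and 0. For gene lists between clusters 2 and 0, the real split called 17 and the highest other 9.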

How the results depend on the processing

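Tests without the 2 cells rich in mast cell genes, with mitochondrial genes kept, with row L taken in and row H left out, and with cluster 2 left out of the list tests of day 21 against healthy macrophages were chosen after the results were seen, and all others were set before. Results over 3 pools depend strongly on the processing, and except where said, the cause was not tested. Cluster 2 had 3 pools with sums of 925,947 to 1,592,776 counts, and whether these limit what can be called there was not tested.

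Cluster 2 against cluster 0 gave 187 genes higher and 52 lower. DESeq2 gave 3045 and 567, RLE size factors 690 higher, no filter 2253 and 498 with 43629 genes tested, at least 10 cells per sum 352 and 442, thinned cells 338 higher, cells with at least 50,000 counts 72 and 32, and only the 2 groups compared 10 and 2. Paired by pool, as a replicate block, 108 were higher and 17 lower. With any 1 pool left out there were 0 in both directions. The Wilcoxon test over cells gave 1316 lower, with cells as replicates. Without the mast-gene cells there were 916 and 346 (DESeq2 3670 and 647, with the block 103 lower). With a fold change of at least 2, and with mitochondrial genes kept, the counts stayed within 1.5 times.

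Mural cells against cluster 0 gave 1151 higher and 1403 lower. DESeq2 gave 2076 higher, only the 2 groups compared 1933 and 2560, the Wilcoxon test 1915 and 2248, DESeq2 without the mast-gene cells 2217 higher, and each pool left out in turn 362 to 512 higher and 515 to 687 lower. Cluster 2 against mural cells gave 2202 and 931. DESeq2 gave 3765 and 1543, the block 1163 higher, thinned cells 1446 higher, only the 2 groups compared 1140 and 582, the Wilcoxon test 484 higher, DESeq2 without the mast-gene cells 4324 and 1715, and pools left out 387 to 592 and 234 to 416. Cluster 1 against cluster 0 gave 3 and 0. DESeq2 gave 2.8e+02, rounded, and 484, no filter 38 and 38, the block 6 higher, the Wilcoxon test 180 and 115, and pools left out 0 each time. Day 21 against healthy macrophages gave 0 and 0. DESeq2 gave 1136 and 439, no filter 134 and 45, row L taken in and row H left out 4 higher, and pools left out 0 to 136 higher and 0 to 18 lower, where leaving out a healthy pool leaves 1 that is assumed to vary like the others.

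The 125 genes shared by cluster 2 and mural cells became 1127 with DESeq2, 62 with the Wilcoxon test, 354 without the mast-gene cells and 0 with any 1 pool left out. Of 32 gene lists, 17 passed. With an estimated correlation 1 did, also without the mast-gene cells, and with pools left out 11 to 16. Between day 21 and healthy macrophages, 5 lists passed, and 2 with cluster 2 left out of the list tests. The difference in genes detected per cell was reversed as a mean of log10 (−0.0174). The pseudotime of cluster 2 minus cluster 0, 0.0289, was 0.00429 with 30 neighbors, 0.0649 with 20 principal components, 0.0462 with cluster 1 included, −0.00272 for thinned cells and −0.0829 to −0.0113 with pools left out.

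Of 58 named genes, 46 kept their direction and side of the threshold with DESeq2, 53 with RLE size factors, 44 with no filter, 43 with the block, 43 with at least 10 cells per sum, 33 with only the 2 groups compared, 16 with the Wilcoxon test, and 33, 31 and 33 without the male, first female and second female pool. Log2 fold changes were reversed for *Anxa1* (DESeq2 0.035 and RLE 0.036), *Anxa6* (DESeq2 and RLE, 0.18), *Ebf1* (no filter and 2 groups −0.13, at least 50,000 counts −3.44), *Des* (no filter −0.15, block −1.64, 2 groups −0.12), *Timd4* (at least 10 cells −0.47) and *Rgs5* (thinned 0.10, Wilcoxon 0.98). With pools left out, they ranged for *Ebf1* from −1.15 to 1.54, *Anxa6* −2.49 to 0.23, *Des* −11.43 to 0.75, *Stab2* −0.15 to 0.96, *Rgs5* −0.78 to 0.34 and *Timd4* −0.48 to 2.71. Without the mast-gene cells, DESeq2 reversed *Rgs5* (0.55), *Cd36* (0.070), *Anxa1* (0.44) and *Pparg* (0.036), and the block *Rgs5* (0.27) and *Des* (−1.31). Of 21 list results, 18 kept their call with RLE size factors, 17 with no filter, 20 with the block, 17 with fry, 16 with thinned cells and 6 with an estimated correlation.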

Differences from the paper's values

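The tests without the 2 cells rich in mast cell genes were chosen after the results were seen.

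The paper's reported number of genes lower in cluster 2 than in cluster 0 is 1,068, and edgeR's quasi-likelihood test called 52, both at an adjusted p under 0.05. The paper's test, a Wilcoxon test, took cells as replicates, and edgeR took pools. Of the alternatives set before the data were examined, the Wilcoxon test over cells, which the paper's methods name, gave 1,316, within 1.5 times of the paper's number. The others did not come that close. DESeq2 gave 567, no filter on low counts 498, at least 10 cells per sum 442, RLE size factors 57, a fold change of at least 2 gave 52, thinned cells 49, cells with at least 50,000 counts 32, the pool as a block 17, only the 2 groups compared 2, and each pool left out in turn 0. For genes higher in cluster 2, the paper reports 168, and edgeR called 187 and the Wilcoxon test 223. Of the paper's 168 genes, 167 were tested with edgeR, all 167 had a positive log2 fold change and 24 were called. Of its 1,068 genes, 1,027 had a negative one and 20 were called. The Wilcoxon test called all 168 and all 1,068. Without the mast-gene cells, edgeR called 69 of the 167 and 167 of the 1,068.

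The paper places the macrophages of healthy muscle mainly in cluster 1. In the tdTomato+ macrophages of healthy muscle, cluster 0 held 60.8 ± 18.2% and cluster 1 held 38.2 ± 16.7% (SD, n = 2 pools), and in the male pool cluster 1 held 24 of 48. At day 21, cluster 0 held most macrophages here as in the paper. The paper finds cluster 2 in ischemic muscle alone, and the annotation places 1 healthy cell in it. That cell is left out by the minimum of 50,000 counts.

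The paper lists *Sema5a*, *Adamts2* and *Cacna1c* with *Pdgfrb* among genes that were higher in cluster 2. With edgeR, *Pdgfrb*, *Ano1* and *Myh11* passed the threshold and these 3 did not (adjusted p = 0.0560, 0.0856 and 0.0534). DESeq2 called them (adjusted p = 9.43e-06, 0.000637 and 3.08e-06), and so did the Wilcoxon test (0.00530, 0.0195 and 0.00549) and edgeR without the mast-gene cells (0.0352, 0.0486 and 0.0216), an alternative chosen after seeing the values. The paper counts *Nes* and *Acta2* among mural genes that were not higher. With edgeR they did not pass either, and DESeq2 called both (adjusted p = 0.0331 and 0.0428).

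The paper gives *Ptprc*, *Cx3cr1*, *Tlr2* and *Tlr7* as lower in cluster 2. All 4 had negative log2 fold changes with edgeR, and 0 of them passed. The Wilcoxon test called all 4 (adjusted p = 0.0072, 0.0234, 0.000593 and 0.0126), and DESeq2 called *Cx3cr1* (adjusted p = 0.0272). Of the 7 phagocytosis genes it gives as lower, all had negative log2 fold changes and 0 passed, and the Wilcoxon test called all 7, with adjusted p from 1.7e-05 for *Sirpa* to 0.0241 for *Anxa6*. The paper places cluster 2 between cluster 0 and mural cells in pseudotime. The pseudotime that the authors deposited gave that order, at 0.0147 in cluster 0, 0.0841 in cluster 2 and 0.790 in mural cells. So did the main setting and 3 of the other settings here, while thinned cells and each pool left out in turn did not. All were rooted in cluster 0, so its low value is partly built in. Without the first female pool, cluster 0 itself moved to 0.278, from 0.0835 in the main setting.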

Other observations

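The tests without the 2 cells rich in mast cell genes and the list tests without cluster 2 were chosen after the results were seen.

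Genes of protein synthesis and energy supply gave 1 call between clusters 2 and 0. Of 83 ribosomal protein genes, 65 had a negative log2 fold change and 0 passed by either adjustment, with a median of −0.74 (adjusted p = 0.00305 from limma's camera, 0.0402 with RLE size factors, 0.0446 with thinned cells, 0.00153 to 0.00424 without any 1 pool, and 0.410 with an estimated correlation). Of 90 nuclear-encoded genes of oxidative phosphorylation, 1 fell, *Atp5c1*, a subunit of ATP synthase, from 262 ± 34.7 to 50.5 ± 20.2 CPM (SD, n = 3 pools; adjusted p = 0.0447 from edgeR's quasi-likelihood test), and the median was −0.35 (adjusted p = 0.0146 from camera, 0.330 with an estimated correlation, 0.119 with RLE size factors, 0.199 with thinned cells and 0.0671 without the first female pool, and 1.33e-07 to 0.330 over all alternatives). Leaving out any 1 pool ended the call of *Atp5c1* (adjusted p = 0.158 to 0.197 from edgeR), as did the pool as a block (0.0819). Of 14 glycolysis genes, 0 passed over all genes and 1 was lower over the list alone, with a median of 0.16 and camera's direction down (adjusted p = 0.485). Of 16 dissociation stress genes, 1 was lower over the list alone, with a median of −1.11 (adjusted p = 0.0441 from camera, and adjusted p = 0.425 with an estimated correlation). *Junb*, an immediate early gene named by the paper, stood at 398 ± 273 against 2,094 ± 607 CPM (adjusted p = 0.0529 from edgeR, 0.00280 without the 2 cells rich in mast cell genes, and 2.51e-10 to 0.213 over all alternatives).

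Of 14 restorative and resident macrophage genes, 0 passed in cluster 2 by either adjustment, with a median of −0.86 (adjusted p = 0.166 from camera). Markers of other cells gave few calls. Among 6 dendritic cell markers, *Ccr7*, a homing receptor, rose (adjusted p = 0.0436 from edgeR, 0.0579 with the pool as a block and 0.158 to 0.197 without any 1 pool), with a median of 0.05 for the list (adjusted p = 0.485 from camera). Of 4 nuclear-retained RNAs, *Meg3* rose (adjusted p = 0.0265 from edgeR, 0.0275 with the pool as a block and 0.0732 to 0.197 without any 1 pool), with a median of 1.30 (adjusted p = 0.187 from camera). For 0 of 18 skeletal muscle fiber genes, 9 cell cycle genes, 3 T and NK cell markers and 3 Schwann cell markers was a change called over all genes. Satellite cell, neutrophil and B cell markers had fewer than 3 genes tested. In cluster 1 against cluster 0, skeletal muscle fiber genes had a median of −1.02 and dissociation stress genes one of 0.19 (adjusted p = 0.0497 from camera for both, and adjusted p = 0.603 and 0.724 with an estimated correlation). In day 21 against healthy macrophages, camera placed 5 lists past the threshold, and 2 with cluster 2 left out of the list tests. Tenocyte markers had a median of −2.41 (adjusted p = 0.000453 from camera, and 0.00139 without cluster 2), with *Fmod*, a tendon proteoglycan, at 9.45 ± 8.34 against 124 ± 90.5 CPM, and restorative and resident macrophage genes one of −0.88 (0.000334, and 0.00132 without cluster 2). The healthy male pool includes row H, where 15 wells held both immune and collagen genes. Of 304 chemosensory receptor genes, 237 had a positive log2 fold change, with a median of 5.73 (0.000509, and 0.237 without cluster 2). Oxidative phosphorylation genes had a median of −0.10 (0.00756, and 0.124 without cluster 2) and ribosomal protein genes one of 0.03 with camera's direction down (0.0476, and 0.233 without cluster 2). With an estimated correlation, all 5 had adjusted p = 0.717.

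The sorting gates of ischemic muscle gave similar shares of cluster 2. The GFP+ gate held 331 macrophages, 23 of them in cluster 2 (6.95%, 95% exact interval 4.46 to 10.2), and the gate spanning GFP+ and GFP- cells 315, 17 of them in cluster 2 (5.40%, 3.17 to 8.50). Over pools, the shares were 6.87 ± 2.79% and 5.53 ± 3.75% (two-sided exact permutation test, p = 0.7). Of all macrophages of each gate, 14.1 ± 6.64% in the GFP+ gate and 9.26 ± 1.66% in the other held *Pdgfrb* counts over pools (exact p = 0.3). In cluster 0, it was detected in 33 of 289 cells of the GFP+ gate and 19 of 248 of the other, and in cluster 2 in 11 of 23 and 6 of 17. Of 105 mural cells, 104 held it, at 3,085 unscaled CPM.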
